# Plasma cell differentiation is regulated by the expression of histone variant H3.3

**DOI:** 10.1038/s41467-024-49375-x

**Published:** 2024-06-20

**Authors:** Yuichi Saito, Akihito Harada, Miho Ushijima, Kaori Tanaka, Ryota Higuchi, Akemi Baba, Daisuke Murakami, Stephen L. Nutt, Takashi Nakagawa, Yasuyuki Ohkawa, Yoshihiro Baba

**Keywords:** Plasma cells, Histone variants, Differentiation

## Abstract

The differentiation of B cells into plasma cells is associated with substantial transcriptional and epigenetic remodeling. H3.3 histone variant marks active chromatin via replication-independent nucleosome assembly. However, its role in plasma cell development remains elusive. Herein, we show that during plasma cell differentiation, H3.3 is downregulated, and the deposition of H3.3 and chromatin accessibility are dynamically changed. Blockade of H3.3 downregulation by enforced H3.3 expression impairs plasma cell differentiation in an H3.3-specific sequence-dependent manner. Mechanistically, enforced H3.3 expression inhibits the upregulation of plasma cell-associated genes such as *Irf4, Prdm1*, and *Xbp1* and maintains the expression of B cell-associated genes, *Pax5, Bach2*, and *Bcl6*. Concomitantly, sustained H3.3 expression prevents the structure of chromatin accessibility characteristic for plasma cells. Our findings suggest that appropriate H3.3 expression and deposition control plasma cell differentiation.

## Abstract (web summary)

During plasma cell differentiation, H3.3 histone variant is downregulated, and the H3.3 deposition and chromatin accessibility are dynamically changed. Blockade of H3.3 downregulation by enforced H3.3 expression impairs plasma cell differentiation.

## Introduction

Through the secretion of antibodies, plasma cells play an important role in humoral immunity and long-term host protection against infections. When activated by antigens or Toll-like receptor (TLR) ligands, B cells differentiate into short-lived antibody-secreting plasmablasts and further develop into long-lived plasma cells (both of which are referred to as plasmacytes [PCs] herein)^1,2^. Although antibodies are essential for humoral immunity, pathogenic antibodies are often key mediators of autoimmune diseases^3^. PCs also modulate immune responses through the secretion of inflammatory or anti-inflammatory cytokines which are related to the pathophysiology of various diseases^4,5^.

During terminal differentiation into PCs, the loss of B cell identity occurs, and the transition from B cells to PCs is associated with extensive transcriptional and epigenetic rewiring^6,7^. Changes in gene expression involve the upregulation of genes specific to the PC program (e.g., *Irf4*, *Prdm1*, and *Xbp1*)^8–12^ and the repression of genes specific to the B-cell program (e.g., *Pax5*, *Bach2*, *Bcl6*, *Spi1*, and *Irf8*)^2,13–19^. Lack of *Pax5*, *Bach2*, *Bcl6*, or *Spi1* in B cells facilitates differentiation into PCs, as these factors appear to inhibit PC transition^16,18–21^. PC differentiation is initiated by IRF4 via the activation *of Prdm1* (encoding Blimp1)^8,9^. In B-lineage cells, Blimp1 is only expressed in PCs and is essential for cell differentiation^10,22^. Blimp1 silences B cell lineage transcription factors such as Bcl6 and Pax5 which concurrently have the potential to inhibit *Prdm1* expression and PC differentiation^18,19,23–25^. Xbp1 coordinates diverse changes in cell structure and function, resulting in the maturation of antibody-secreting PCs^26^. Epigenetic modifications such as DNA methylation and histone post-translational modifications are dynamically altered at different stages of B cell differentiation. In mice and humans, DNA methylation is predominantly lost when B cells differentiate into PCs. The unique DNA methylation landscapes of PCs have been defined, and their dynamic changes, along with transcriptional alterations, have been observed during cellular division-dependent PC differentiation^27,28^. The loss of ten-eleven translocation (TET) proteins, enzymes that facilitate DNA demethylation and recruit histone deacetylases, leads to impaired germinal center (GC) B cell and PC differentiation^29^ and a break in peripheral tolerance^30^. Histone modifications are critically involved in changes in gene expression during B cell differentiation and are important for PC differentiation^7,27^. In addition to epigenetic DNA methylation and histone modifications, histone variants also regulate the expression of selected genes during cell development^31–34^. Although the transcription factors and genes they regulate have been studied epigenetically, little is known about the roles of histone variants in PC differentiation.

Most mammals have two similar histone H3 family members, canonical H3 and non-canonical H3.3 variant. H3.3 is encoded by *H3f3a* and *H3f3b* whose transcription translates to an identical protein^35^ and differs from the canonical histone H3.1 by just five amino acid substitutions, which are important for the specific and crucial regulation of chromatin dynamics and transcription^36,37^. Current evidence indicates that H3.3 is a key player in diverse processes, including regulation of mammalian ontogeny and cell differentiation^38–40^. The replication-independent deposition of H3.3 occurs in many transcriptionally active regions and is closely associated with active histone marks^41,42^. Furthermore, hematopoietic stem cells (HSCs) lacking H3.3 do not give rise to B cells^43^ suggesting that H3.3 is important for the early development of B cells. However, the dynamics of H3.3 and its role in PC differentiation remain unresolved.

In the present study, we aim to determine the impact of H3.3 on the differentiation of B cells into PCs and investigate the mechanisms involved in regulating this process. We find that H3.3 transcription and nucleosome deposition were downregulated during PC differentiation. PCs have distinct chromatin accessibility compared to B cells, and this difference is associated with H3.3 distribution. Enforced expression of H3.3 prevents the downregulation of H3.3 and inhibits the transition of B cells into PCs in vitro and in vivo. Although H3.3 expression does not affect B cell proliferation and apoptosis, it suppresses the expression of *Irf4*, *Prdm1*, and *Xbp1* and downregulation of *Pax5, Bcl6*, and *Bach2*. In addition, B cells expressing H3.3 are associated with decreased accessibility of PC-related genes, even after PC differentiation has been induced. Together, our data suggest an essential role for H3.3 in the dynamic changes in transcription governing B cell differentiation into PCs.

## Results

### H3.3 expression was reduced during plasma cell differentiation

To examine the role of H3.3 in PC differentiation, we first analyzed its expression level in both B cells and PCs. Quantitative PCR (qPCR) analysis of sorted naive splenic B cells and PCs isolated from the spleen and bone marrow of heterozygous *Prdm1*^gfp/+^ mice revealed that the levels of expression of *H3f3a* and *H3f3b* were markedly lower in PCs than in B cells (Fig. 1a). The level of expression of *H3c1/2*, which encodes canonical H3, was not different between B cells and PCs in the spleen; however, it was decreased in PCs in the bone marrow (Fig. 1a). Similar results were obtained using in vitro analyses. Splenic B cells from wild-type mice were stimulated with lipopolysaccharide (LPS) to induce B cell differentiation into PCs. We found that the mRNA expressions of *H3f3a* and *H3f3b*, but not of *H3c1/2*, were downregulated in PCs (Fig. 1b). Consistent with the above findings, the incorporation of H3.3 protein into the genome was also reduced in PCs (Fig. 1c). The effect of cell division on the expression of H3.3 was further investigated because LPS-induced PC differentiation requires cell division. Four days after being treated with LPS, *Prdm1*^gfp/+^ B cells, undivided B cells (CD138^−^ Blimp1-GFP^−^), PCs (CD138^+^ Blimp1-GFP^+^), and the same number of dividing B cells (CD138^−^ Blimp1-GFP^−^) were sorted and assessed with qPCR. *H3f3a* and *H3f3b* expression decreased with cell division and declined remarkably in PCs (Fig. 1d). The level of H3.3 protein was also reduced in PCs (Fig. 1e). These results suggest that H3.3 was downregulated in accordance with the PC differentiation process.

**Fig. 1:**
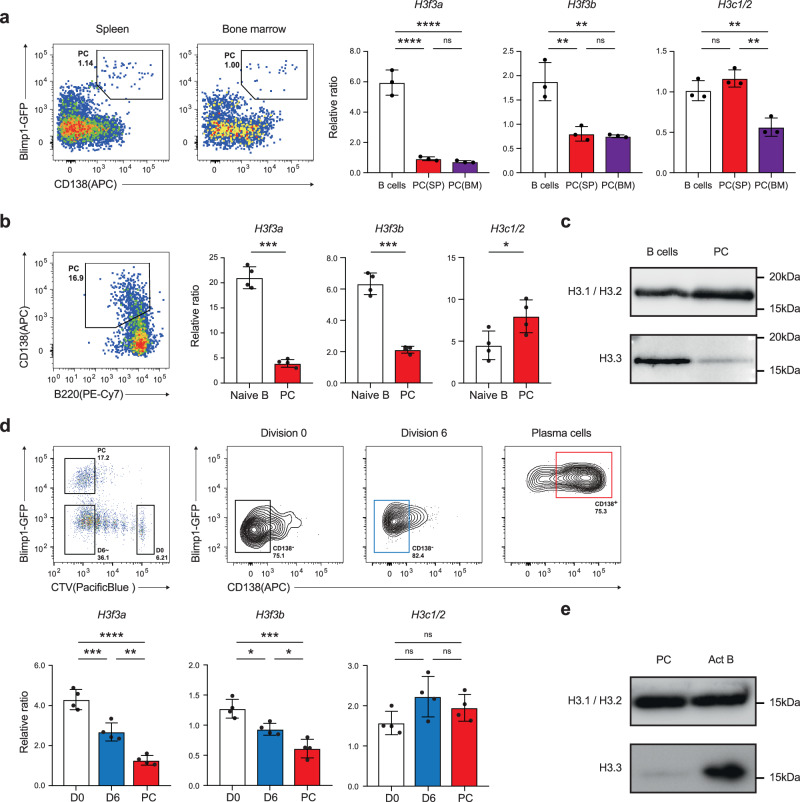
H3.3 expression was reduced during PC differentiation. **a** Quantitative RT-PCR of mRNA encoding H3.1/H3.2 (*H3c1*/*H3c2*) and H3.3 (*H3f3a* and *H3f3b*). B cells in spleen and CD138^hi^GFP^+^ plasma cells (PC) in spleen or bone marrow were isolated from naive *Prdm1*^gfp/+^ mice. On the left, the frequency of plasma cells is shown. **b** Quantitative RT-PCR of mRNA encoding H3.1/H3.2 and H3.3 in naive splenic B cells or CD138^hi^B220^low^ plasma cells cultured with LPS for 4 days. **c** Western blotting analysis of Hydroxyapatite (HAP)-purified chromatin from naive splenic B cells or LPS-induced plasma cells (PC) with antibodies specific for H3.1/H3.2 and H3.3. **d** Representative flow cytometry plots to analyze the cell-cycle status of CTV-labeled B cells from *Prdm1*^gfp/+^ mice on day 4 after LPS stimulation. Quantitative RT-PCR of mRNA encoding H3.1 and H3.3 in B cells at each stage of cell division. 0 (D0) and over 6 times division fraction among GFP^−^CD138^−^ activated B cells (D6) and GFP^+^ CD138^+^ plasma cells (PC) among over 6 times division fraction were sorted. Examples of cells were pre-gated on live (PI^−^) single lymphocytes (**a**, **b**, **d**). **e** Western blotting analysis of LPS-induced PC and activated B cells with antibodies specific for H3.1/H3.2 and H3.3. Data are pooled from two (*n* = 3) (**a**) or three (*n* = 4) (**d**) independent experiments or representative of two independent experiments (**b**; *n* = 4, **c**, **e**; *n* = 2). Data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns not significant. The *p* values were obtained by one-way ANOVA with Tukey’s post hoc test (**a**, **d**) or a two-tailed unpaired *t*-test with Welch’s correction (**b**). Source data and exact *p* values (**a**, **b**, **d**) are provided as a Source Data file.

### Dynamic deposition of H3.3 and chromatin structural change during PC differentiation

To detect dynamic changes in H3.3 localization during PC differentiation, we performed chromatin integration labeling (ChIL)-sequence (ChIL-seq) for H3.3 on naive B cells, activated B cells, and PCs after LPS stimulation^44^. 

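H3.3 was profiled in 3 populations, with 2 ChIL-seq libraries in each. Naive B cells received no LPS, and activated B cells and PCs were taken from cultures with 5 μg/ml LPS, a bacterial cell wall component that drives B cells to divide and secrete antibody. In ChIL-seq, an antibody-linked DNA probe guides a transposase to the chromatin that carries the target. The tagged genomic DNA is amplified by transcription inside the cell, so that few cells suffice and no chromatin is pulled down. The authors trimmed the reads with Trim Galore and aligned them to the mouse genome mm10 (GRCm38) with Bowtie2. They pooled the 2 libraries of each population and called peaks with MACS2 at a q value under 0.01, without a fragment model and with 1 genome-wide background in place of a local one. The deposited data used here are the summits, the highest point of each peak, with a score given by the authors as −log10 q. Each population therefore had 1 pooled list and no replicates, so the tests compare lists, and neighbouring summits are not independent replicates. The read depth of the libraries is not given in the sources used here. With a single background, each score corresponds to a whole number of overlapping reads (the pile-up), and the background means recovered from the scores were 0.618 reads in naive B cells, 0.534 in activated B cells and 0.432 in PCs. The lowest pile-up that was called was 5 reads in naive B cells, 6 in activated B cells and 5 in PCs, which was 8.09, 11.2 and 11.6 times background. The naive list thus reaches down to weaker sites than the other lists, and counts above a common multiple of background are given for some of the results. Summits were assigned to genes of the GENCODE M21 annotation when they lay in the gene body or within 5 kb of it. A locus listed at 0 had no site above the authors' threshold, which does not show that H3.3 was absent.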

As expected, high and consistent levels of H3.3 were observed in housekeeping genes during PC differentiation (Supplementary Fig. 1a), suggesting that our prepared H3.3 ChIL-Seq library is reliable for further downstream analysis. 

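Among the 6 housekeeping genes, Rps29, which encodes a protein of the small ribosomal subunit, carried an H3.3 summit in its promoter in every population. On chromosome 12 this summit lay at 69159873 in naive B cells, 69159841 in activated B cells and 69159856 in PCs, at 35.6, 37.5 and 50.9 times background. Hprt, an enzyme of purine salvage on chromosome X, had a recurring intronic summit at 53006331, 53006313 and 53006284. The pile-ups were 22.7, 18.7 and 30.1 times background, and naive B cells had 4 further summits. Rpl38 had a promoter summit at 114668393 on chromosome 11 in naive B cells and at 114668399 in activated B cells, and was listed at 0 in PCs. Rpl13a had a summit in naive B cells alone, Actb, which encodes cytoplasmic actin, had 1 in activated B cells alone, and Gapdh, a glycolytic enzyme, had none in any list. Taken as a group, the 6 loci held 10 summits in naive B cells, 4 in activated B cells and 2 in PCs. PCs contributed 16.7% of the naive and PC summits at these loci (95% Clopper-Pearson interval 2.09% to 48.4%), against 13.8% over the whole lists. Among equal numbers of the highest-scoring summits the 6 loci held 3, 4 and 2, and at 20 times background 3, 2 and 2. The 28 ribosomal protein genes of a list fixed before the data were examined held 42, 4 and 11 summits. The log2 ratio of PC to naive summits, −1.89, stood at percentile 56.6 of 10000 random gene lists of the same size, matched on naive summits and gene length. In activated B cells the ratio of the same list, −3.24, stood at percentile 5.38. Among equal numbers of the highest-scoring summits the ribosomal list held 4 in naive B cells, 3 in activated B cells and 11 in PCs. The log2 ratio was then 1.35 in PCs (percentile 97.1) and −0.36 in activated B cells (percentile 30.5). Few summits fell on each housekeeping gene, so a change at a single one was not detectable at this depth.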

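H3.3 summits were far more numerous in naive B cells, with 57539 in the list, than in activated B cells, with 10627, or PCs, with 9246. Of 21932 genes, 8865 had a summit in or near the gene body in naive B cells, 4256 in activated B cells and 4160 in PCs. Both naive B cells and PCs had a summit at 3795 genes. The genes with the most naive summits and none in PCs included Cdk13, a kinase that acts on RNA polymerase II (60 summits in naive B cells, 9 in activated B cells), Ascc3, a helicase (44 and 3), Atp2b1, a plasma membrane calcium pump (42 and 3), and Epc1, a subunit of a histone acetyltransferase complex (37 and 1). A smaller set showed the opposite pattern. Trp73, a relative of p53, had 4 summits in PCs, and Sec24a, a coat protein of vesicles that leave the endoplasmic reticulum (ER), and Exoc6b, a subunit of the exocyst, each had 3, all without a summit in naive or activated B cells. Most sites in the shorter lists had been marked before: 82.8% of the activated B cell summits (95% Clopper-Pearson interval 82.1% to 83.5%) and 72.2% of the PC summits (71.3% to 73.2%) lay within 500 bp of a naive summit. The shares were 2.19% and 2.02% when the summits were placed at random along each chromosome. Conversely, 6974 of the naive summits (12.1%) had a PC summit within 500 bp. In 4-kb bins, 5.33% of the genome had a summit in naive B cells, 1.35% in activated B cells and 1.15% in PCs. The ratio of naive to PC summits was 6.22. Among summits with a pile-up of at least 20 times background, a limit chosen after seeing the data, 10925 were found in naive B cells, 5622 in activated B cells and 5362 in PCs, a ratio of 2.04 between naive B cells and PCs. At 30 times background the numbers were 3112, 1269 and 1534, with a ratio of 2.03. A common multiple of background does not make the lists equal in depth. With the naive pile-ups thinned at random to the PC background mean, the ratio was 2.55 at 20 times and 2.55 at 30 times background.

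**Figure D1:**
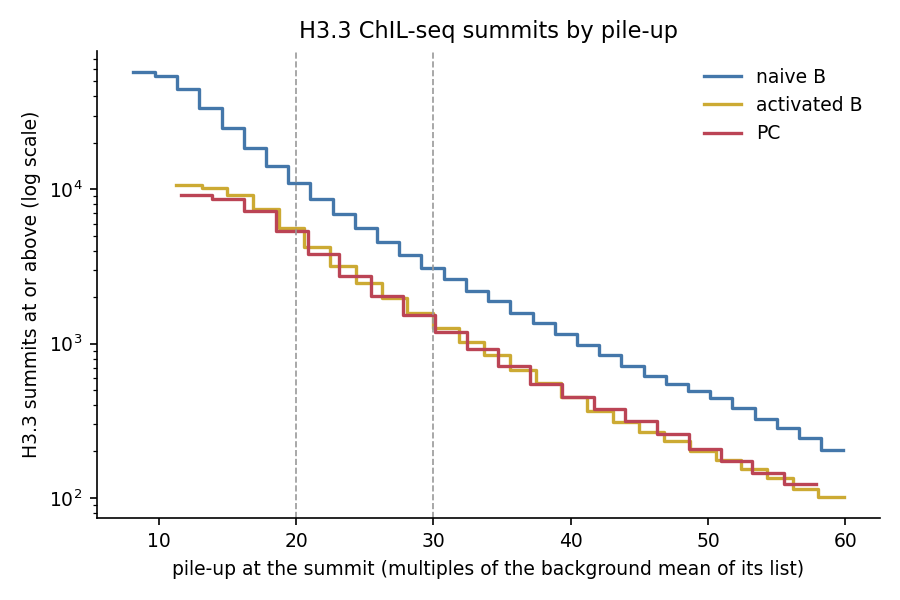
Number of H3.3 summits (vertical axis, log scale) with a pile-up at or above the value on the horizontal axis, in multiples of the background mean of each list, for naive and activated B cells and PCs. The naive list starts at 8.09 times background and the PC list at 11.6, and at the dashed lines (20 and 30 times background) naive B cells have 2.04 and 2.03 times as many summits as PCs.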

We found that H3.3 enrichment decreased during PC differentiation, which was consistent with the downregulation of H3.3 (Fig. 2a). Furthermore, the principal component analysis (PCA) of the H3.3 binding profile revealed the dynamic process of PC differentiation (Fig. 2b). 

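Promoters held a larger share of the H3.3 summits in PCs than in the other populations. Within 3 kb of an annotated transcript start lay 41.9% of the 9223 PC summits on the assembled chromosomes (95% Clopper-Pearson interval 40.9% to 42.9%), 33.3% of the 57509 naive summits (32.9% to 33.7%) and 34.5% of the 10602 activated B cell summits (33.6% to 35.4%). Jchain, which encodes the chain that links IgM and IgA into polymers, had PC promoter summits at 88528016 and 88528488 on chromosome 5. They lay −125 and −597 bp from the gene start, and there were none in naive or activated B cells. The PC share was 8.61 points above the naive share (chi-square test, p = 1.31e-58) and 7.40 points above the activated B cell share (chi-square test, p = 1.17e-26). The share in activated B cells was 1.22 points above that in naive B cells (chi-square test, p = 0.0151). This difference was 0.205 points among summits with a score of at least 5 (chi-square test, p = 0.725) and was −0.553 points among equal numbers of the highest-scoring summits (chi-square test, p = 0.440). Within 1 kb of a start the shares were 23.4% in PCs, 15.5% in naive B cells and 16.8% in activated B cells. PC summits without a naive or activated B cell summit within 500 bp, 2231 in all, were at promoters in 37.4% of cases (35.4% to 39.4%). Naive summits that had no PC summit within 500 bp were so in 31.9% (31.5% to 32.3%). The naive summits with a PC summit within 500 bp were at promoters in 43.7% of cases (42.5% to 44.9%). All p-values treat each summit as 1 observation of a pooled list and do not measure the spread between libraries.

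**Figure D2:**
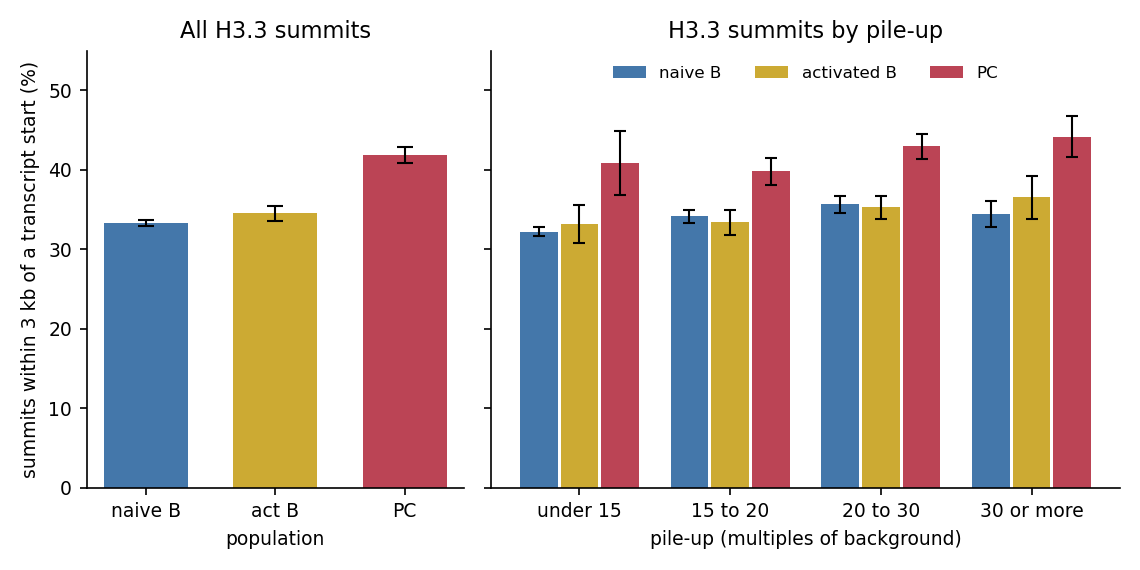
Share of H3.3 summits within 3 kb of a transcript start, in percent, for all summits of each population (left) and for summits in bands of pile-up, in multiples of the background mean (right). Error bars are 95% Clopper-Pearson intervals; the PC bar stands at 41.9% over all summits and at 44.2% among those with a pile-up of 30 times background or more, against 34.4% in naive B cells.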

Although H3.3 expression was reduced in PCs, chi-square tests revealed that the remaining H3.3 peaks localized at promoter regions were significantly increased in PCs (Fig. 2c and Supplementary Table 1). 

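Bach2 represses the PC programme in B cells and binds TGA(C/G)TCA elements together with small Maf proteins, and Prdm1 encodes Blimp1, a repressor that shuts down B-cell genes in PCs and binds AGTGAAAG. The sequences in windows of 100 bp either side of each summit were searched for consensus sequences. The share of windows with a match was divided by that in windows 1 kb to either side of the same summits. The TGASTCA core was 1.63 times as frequent at activated B cell summits as in control windows (95% interval 1.48 to 1.78 from a bootstrap over chromosomes), 1.68 times at PC summits (1.49 to 1.87) and 1.07 times at naive summits (1.02 to 1.11). This core is shared with AP-1 sites. The longer Bach2 element TGCTGASTCA had a ratio of 1.33 in activated B cells (0.710 to 2.56, exact McNemar test, adjusted p = 0.492). Its ratio was 1.48 in PCs (0.939 to 2.19, exact McNemar test, adjusted p = 0.104) and 0.939 in naive B cells. AGTGAAAG was found 2.04 times as often in activated B cells (1.75 to 2.41), 2.00 times in PCs (1.65 to 2.42) and 1.55 times in naive B cells (1.48 to 1.62). Among equal numbers of the highest-scoring summits, a comparison chosen after seeing the data, the ratio was 2.43 in naive B cells (2.04 to 2.95) and 2.02 in activated B cells (1.70 to 2.43). The interferon-stimulated response element GAAANNGAAA, bound by IRF4 and IRF8, had ratios of 1.33 in naive B cells, 1.65 in activated B cells and 2.00 in PCs, with intervals of 1.26 to 1.40, 1.53 to 1.79 and 1.81 to 2.19. Equal numbers of summits gave this element 1.57 (1.40 to 1.77), 1.72 (1.57 to 1.89) and 2.00 (1.80 to 2.20). They gave TGASTCA 1.24 in naive B cells (1.11 to 1.39) and 1.58 in activated B cells (1.42 to 1.75). The ETS-IRF composite GGAANNGAAA had ratios of 1.56, 1.88 and 2.03, and AGAGGAAG, bound by PU.1, the product of Spi1, had ratios of 1.61, 2.08 and 1.74. With equal numbers of summits these were 2.14, 1.93 and 2.03 for the composite, with overlapping intervals, and for AGAGGAAG 2.67 (2.36 to 3.06), 2.19 (1.97 to 2.42) and 1.74 (1.56 to 1.94). The short consensus AAASCM, which the paper names for Bach2, had a ratio of 1.01 in activated B cells (0.986 to 1.04, exact McNemar test, adjusted p = 0.288), 1.05 in PCs (1.03 to 1.07, exact McNemar test, adjusted p = 0.0138) and 1.01 in naive B cells. In activated B cells it reached 1.04 when windows with a CA or GA repeat were left out (exact McNemar test, adjusted p = 0.00884). AGRMAG, the short consensus for Prdm1, had a ratio of 1.01 in PCs (0.991 to 1.03, exact McNemar test, adjusted p = 0.432), 0.998 in activated B cells and 0.987 in naive B cells. Such short sequences occurred in 49.9% and 62.2% of the control windows of PCs. The p-values were adjusted over 16 consensus sequences and 5 lists by the Benjamini-Hochberg method. The one without CA or GA repeats was adjusted over AAASCM and AGRMAG in the H3.3 lists alone. MEME-ChIP, the method of the paper, was not run, and a consensus match does not show that a factor was bound.

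**Figure D3:**
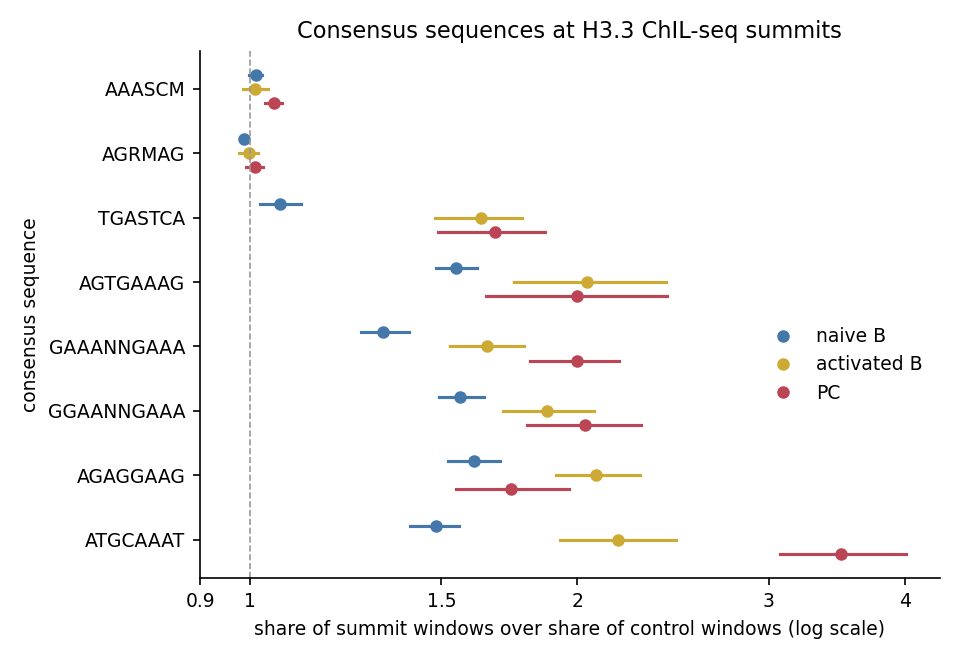
Ratio of the share of windows with each consensus sequence at H3.3 summits to that in control windows (horizontal axis, log scale) for naive and activated B cells and PCs. Points are ratios and lines are 95% intervals from a bootstrap over chromosomes; AAASCM and AGRMAG lie near 1, and TGASTCA lies at 1.63 in activated B cells and 1.68 in PCs.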

We used meme-chip to overlap H3.3 peak with known transcription-factor-binding motifs and observed that in activated B cells, H3.3 enrichment region “preferentially” occurred near motifs for Bach2 (*E*-value: 4.6e−006), and in PCs, near motifs for Prdm1 (*E*-value: 2.6e−008) whereas in naive B cells, the enrichment regions were extensive (Fig. 2d). Notably, ChIL-seq analysis revealed that on *Xbp1* and *J chain*, a dynamically increased enrichment of H3.3 occurred, while on *Irf4* and *Prdm1*, which are highly expressed in PCs, the expression of H3.3 was maintained (Fig. 2e). 

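Xbp1, the transcription factor that expands the secretory apparatus of PCs, had 1 H3.3 summit in naive B cells, none in activated B cells and 4 in PCs. The gene occupies 5520659 to 5525893 on chromosome 11 of GRCm38, and the PC summits lay at 5524650, 5526195, 5528090 and 5528389, the last at 30.1 times background. The naive summit at 5528425, beside it, stood at 12.9 times background. The sequence around this strongest PC summit, from 5528359 to 5528419 in the intergenic region past the 3′ end of the gene, is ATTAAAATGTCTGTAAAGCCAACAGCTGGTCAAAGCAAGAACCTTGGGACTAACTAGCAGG. Jchain (chromosome 5, 88519809 to 88527891) was listed at 0 in naive and activated B cells and had 3 summits in PCs. The one at 88517649 past the 3′ end stood at 20.8 times background. Irf4, a transcription factor that PCs require, lies at 30749226 to 30766976 on chromosome 13 and had 10, 1 and 5 summits in naive and activated B cells and PCs. Its counts were 1, 1 and 5 among equal numbers of the highest-scoring summits and 1, 1 and 3 at 20 times background. A summit upstream of its start was present in every list, at 30747541 in naive B cells, 30747400 in activated B cells and 30747495 in PCs, with pile-ups of 16.2, 20.6 and 25.5 times background. Prdm1 (chromosome 10, 44437177 to 44528501) had 4, 1 and 5 summits. Its strongest summit, in an intron, was at 44449754 in naive B cells and at 44449751 in PCs, with pile-ups of 38.8 and 30.1 times background, and the activated B cell list had none there. The counts at Xbp1 and Jchain depended on the flank. With 20 kb either side Xbp1 had 6, 0 and 7 summits and Jchain 10, 2 and 9, and in the gene bodies alone Xbp1 had 0, 0 and 1 and Jchain none. PCs contributed 53.1% of the naive and PC summits at the 4 loci (95% Clopper-Pearson interval 34.7% to 70.9%), and 89.5% among equal numbers of the highest-scoring summits (66.9% to 98.7%), where the whole lists stand at 50%.
The paper's loci were 4 of a list of 20 genes of the PC programme, which held 128 naive summits and 84 PC summits. Its log2 ratio of −0.60 was higher than in all of 10000 random lists, whose median was −2.64, and remained so at −0.75 without the genes named in the paper. With random lists matched on gene length alone, the list stood at percentile 99.19. In PCs, 7 of its genes had more summits than in naive B cells and 9 had fewer. These numbers were 14 and 0 with equal numbers of summits, and 12 and 1 at 20 times background. Ell2, an elongation factor that directs secretory immunoglobulin mRNA, had 13 summits in naive B cells, 2 in activated B cells and 21 in PCs, and Pou2af1, the coactivator of octamer-binding factors, had 24, 7 and 16. In activated B cells, where the list held 26 summits, its log2 ratio to naive B cells was −2.28, at percentile 70.8, or 99.8 with equal numbers. The 30 genes of the ER, secretion and the unfolded protein response held 318 naive and 111 PC summits. The log2 ratio of −1.51 stood at percentile 99.99, or 94.86 with random lists matched on gene length alone. With equal numbers the list held 62 naive and 111 PC summits (log2 ratio 0.84, percentile 100). Its members Ern1, Derl1, Man1a, Man1a2, Man2a1 and Man1b1 are listed for the GO terms of Fig. 2k. So are Xbp1, Il10, Zbtb20 and Creb3l2 of the PC programme list. The paper selected those genes by H3.3 and accessibility in PCs of the same libraries, so the percentiles of both lists are not independent of that choice. In the full lists Ern1, the ER stress sensor that splices Xbp1 mRNA, had 3, 2 and 9 summits, and Pdia4, a disulphide isomerase, had 7, 0 and 6.

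**Figure D4:**
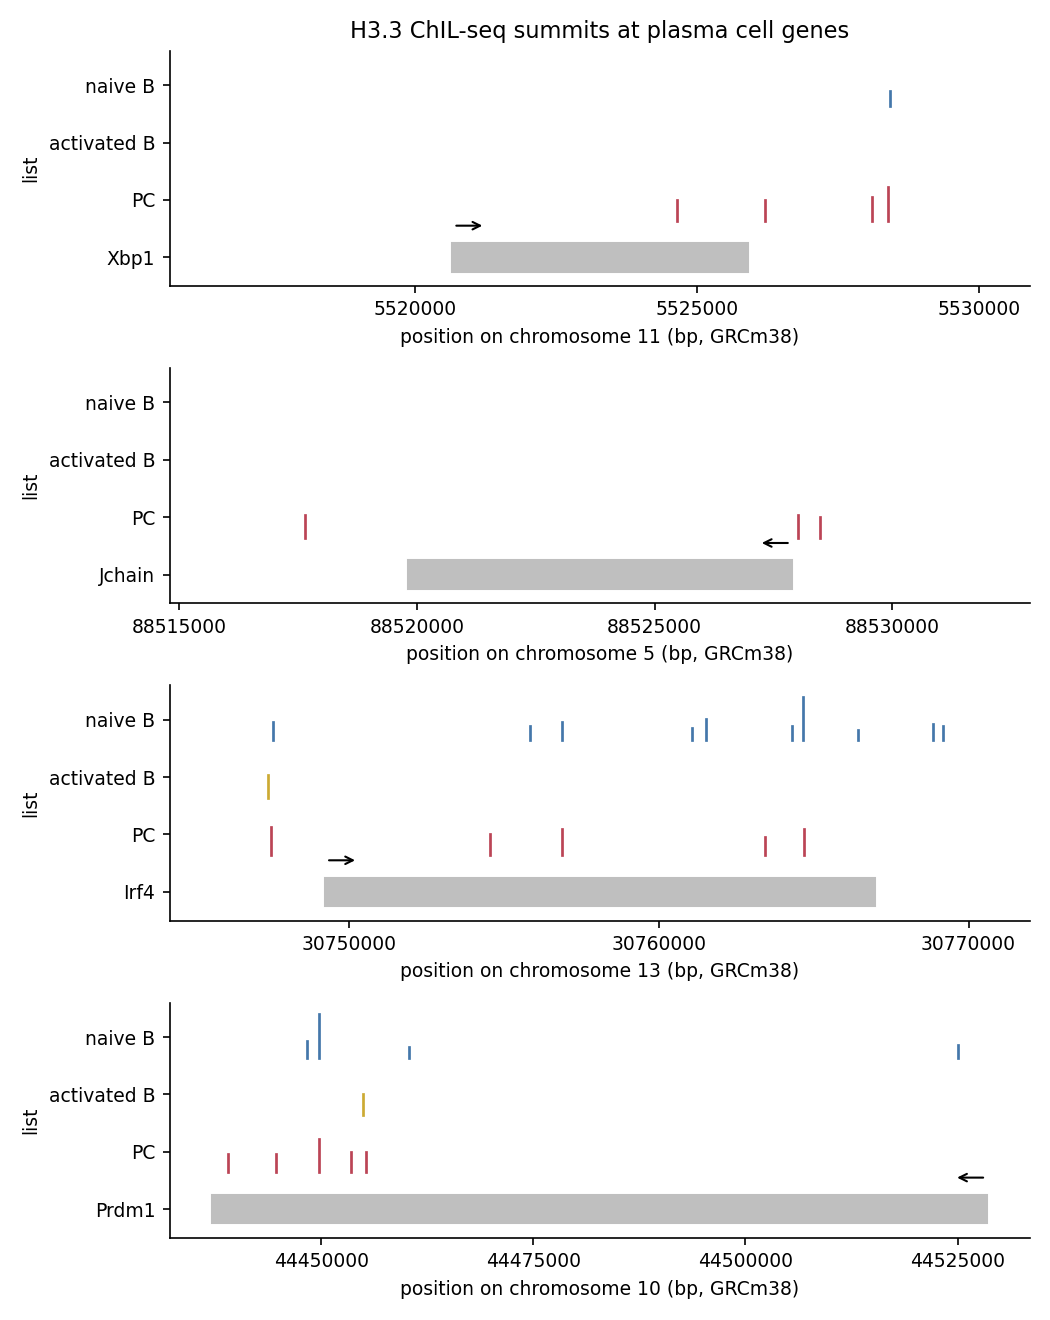
H3.3 summits of naive and activated B cells and PCs at Xbp1, Jchain, Irf4 and Prdm1, drawn to scale along GRCm38 coordinates (bp) with 5 kb either side of each gene body (grey box; the arrow shows the direction of transcription). The height of each line is the pile-up in multiples of background, up to 40; Jchain has 3 lines, all in PCs, and Xbp1 has 4 in PCs and 1 in naive B cells.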

Meanwhile, reduced enrichment of H3.3 was observed on *Pax5*, *Bach2*, and *Bcl6*, which maintain B-cell identity. 

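Bach2, a repressor that holds back PC differentiation, had 115 H3.3 summits over its 347 kb in naive B cells, 24 in activated B cells and 1 in PCs. The gene lies at 32238804 to 32586108 on chromosome 4, and the PC summit at 32336017 (16.2 times background) lay beside an activated B cell summit at 32336030. Bcl6, the repressor that directs germinal centre B cells, lies at 23965052 to 23988852 on chromosome 16 and had 5 summits in naive B cells, among them 1 at 23989388 upstream of its start, and none in the other lists. Pax5, which commits cells to the B lineage, occupies 44524757 to 44710487 on chromosome 4 and had 20, 7 and 5 summits. Its strongest PC summit, at 44624976 in an intron, stood at 30.1 times background, with neighbours at 44624972 in activated B cells (35.6 times) and 44624953 in naive B cells (16.2 times), and a PC summit at 44709826, 661 bp inside the gene start, stood at 25.5 times background. PCs contributed 4.11% of the naive and PC summits at the 3 loci (95% Clopper-Pearson interval 1.52% to 8.73%). Among equal numbers of the highest-scoring summits they contributed 31.6% (12.6% to 56.6%), an interval that includes the 50% of the whole lists. Activated B cells then had 24 summits at the 3 loci against 13 in naive B cells, and Bach2 had 11, 18 and 1. At 20 times background PCs contributed 10% (1.23% to 31.7%), below the 32.9% of the whole lists. Bach2 then had 16, 11 and 0 summits and Pax5 2, 6 and 2. At a score of at least 5 the PC share was 4.44% (1.22% to 11.0%), below 17.5%. In the full lists most summits at the 3 loci lay in Bach2. At Pax5 and Bcl6 alone PCs contributed 16.7% (5.64% to 34.7%), or 71.4% among equal numbers (29.0% to 96.3%) and 50% at 20 times background (6.76% to 93.2%). The list of 30 B-cell identity genes held 569 summits in naive B cells, 118 in activated B cells and 87 in PCs. None of its genes had more summits in PCs than in naive B cells and 25 had fewer. Its log2 ratio of −2.70 stood at percentile 55.8 of the random lists. With equal numbers of summits 7 genes had more and 10 fewer (90 summits in naive B cells, percentile 95.0), and at 20 times background 4 had more and 14 fewer (percentile 93.6). Ebf1, an early B-lineage factor, had 132, 22 and 17 summits, Bcl11a 40, 7 and 2, and Blk, a kinase of the B-cell receptor pathway, 7, 0 and 0. Swap70, a signalling protein of activated B cells, had 26, 6 and 14, and Ikzf3, an Ikaros family factor, 22, 3 and 10.

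**Figure D5:**
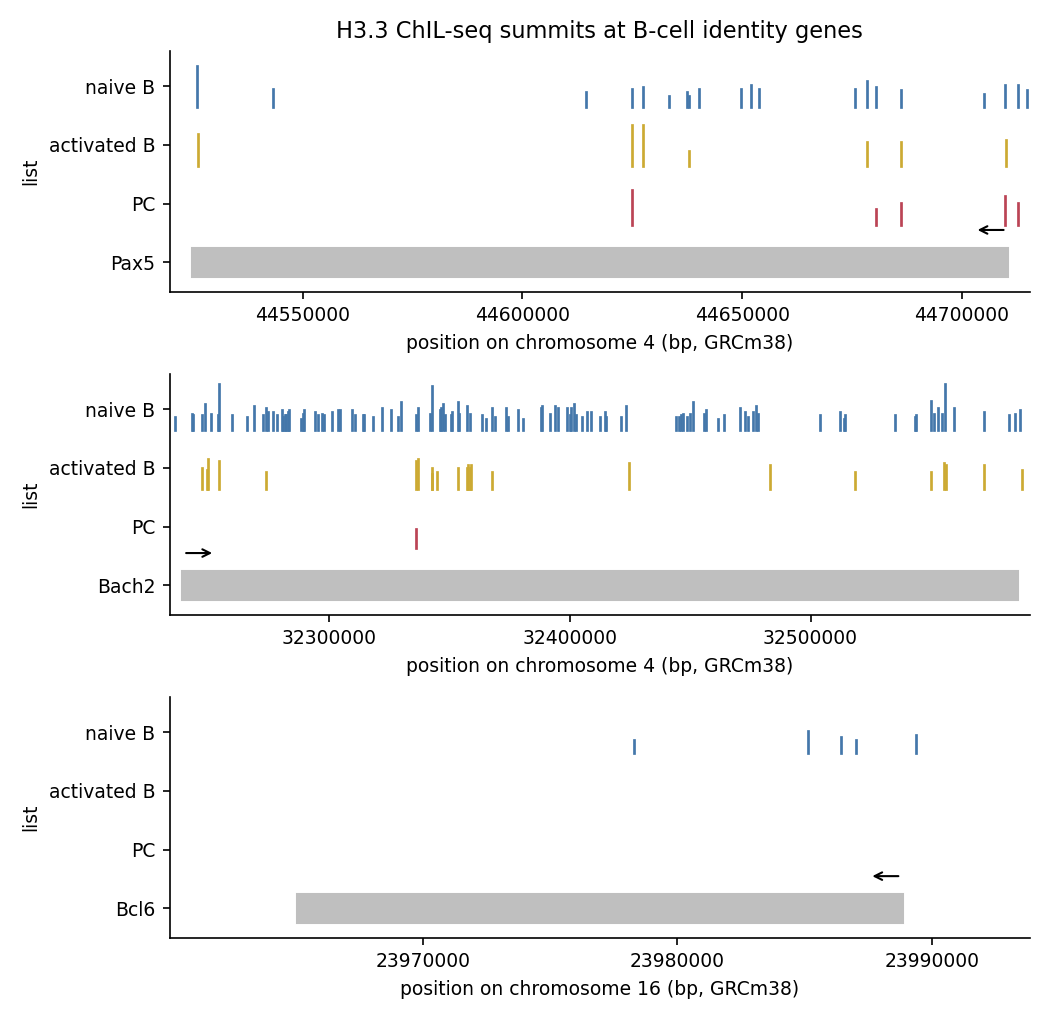
H3.3 summits of naive and activated B cells and PCs at Pax5, Bach2 and Bcl6, drawn to scale along GRCm38 coordinates (bp) with 5 kb either side of each gene body (grey box; the arrow shows the direction of transcription). The height of each line is the pile-up in multiples of background, up to 40; Bach2 has 115 lines in naive B cells and 1 in PCs.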

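Spi1, which encodes the ETS factor PU.1 (chromosome 2, 91082390 to 91115756), had 2 H3.3 summits in naive B cells, at 91077712 and 91078425 upstream of the gene, and none in activated B cells or PCs. Irf8, the interferon regulatory factor that acts with PU.1 in B cells (chromosome 8, 120736358 to 120756694), had 1 naive summit at 120748862 in an intron, at 11.3 times background, which is below the lowest pile-up called in PCs. Within 20 kb of these genes there were 7 summits in naive B cells, none in activated B cells and 2 in PCs, so that PCs contributed 22.2% of the naive and PC summits (95% Clopper-Pearson interval 2.81% to 60.0%). With so few summits a change at Spi1 or Irf8 was not detectable at this depth.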

H3.3 deposition was not largely altered at *Spi1* and *Irf8* loci. These data suggest that during the differentiation of naive B cells into PCs, the deposition of H3.3 may be correlated with gene expression at each stage of differentiation.

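Genes of B-cell activation, which include targets of the LPS signal, held 178 H3.3 summits in naive B cells, 47 in activated B cells and 53 in PCs, with log2 ratios to naive B cells of −1.91 in activated B cells (percentile 97.3 of the random lists) and −1.74 in PCs (percentile 99.25). The percentile in PCs was 88.9 without Ptk2b, Nfatc1 and Il21, genes of the paper's GO terms, and 85.3 with random lists matched on length alone, under which the percentile in activated B cells was 81.3. With equal numbers of summits the list held 26, 42 and 53, with positive log2 ratios of 0.68 in activated B cells (percentile 99.8) and 1.01 in PCs (percentile 99.94). In the full lists Cd69, an early activation marker, had 10, 5 and 6 summits in naive and activated B cells and PCs, Cd44, an adhesion receptor, had 25, 7 and 7, and Aicda, the deaminase of class switching, had 8, 4 and 2. Cell cycle genes held 28, 9 and 13 summits, and their PC ratio of −1.08 stood at percentile 95.5. With equal numbers they held 4, 7 and 13, with a PC ratio of 1.58 at percentile 98.1. In the full lists Mki67, the proliferation marker, had 3, 1 and 5. The genes of H3.3 itself and of its chaperones held 48, 3 and 3 summits, with PC and activated B cell ratios at percentiles 5.78 and 2.56. Among equal numbers of the highest-scoring summits the list held 2, 3 and 3, at percentiles 43.1 and 55.5. Dek, a histone chaperone, had 13, 1 and 0 summits, Asf1a, which hands H3 and H4 to other chaperones, had 13, 2 and 0, H3f3a had 2, 0 and 0, and H3f3b had 0, 0 and 1. Markers of other cell types held few summits in naive B cells and PCs: 7 and 1 for T cells (percentile 38.0), 5 and 2 for myeloid cells (70.2), 12 and 0 for erythroid cells (1.90) and 1 and 0 for tissues other than blood (28.0). With 20 kb either side, the myeloid list held 20 and 12 (percentile 99.0) and the list of other tissues 12 and 0 (2.50), and at 20 times background the erythroid list stood at percentile 13.2. From the gain at Xbp1 and Jchain, the retention at Irf4 and Prdm1, which PCs express highly, and the loss at Pax5, Bach2 and Bcl6, which maintain the B-cell state, the paper proposes that the deposition of H3.3 may be correlated with gene expression.

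**Figure D6:**
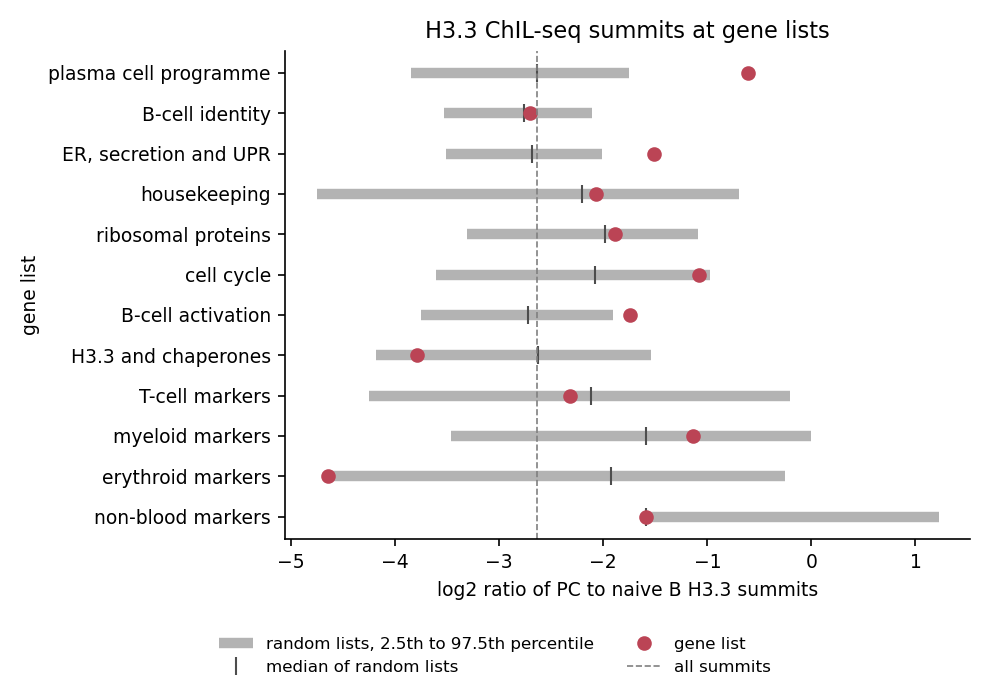
Log2 ratio of PC to naive B cell H3.3 summits for 12 gene lists (points) against 10000 random lists matched on naive summits and gene length (grey bar, central 95%; tick, median; dashed line, all summits at −2.64). The PC programme at −0.60 and the ER, secretion and unfolded protein response (UPR) list at −1.51 lie above their random lists, and B-cell identity at −2.70 lies near the median.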

**Fig. 2:**
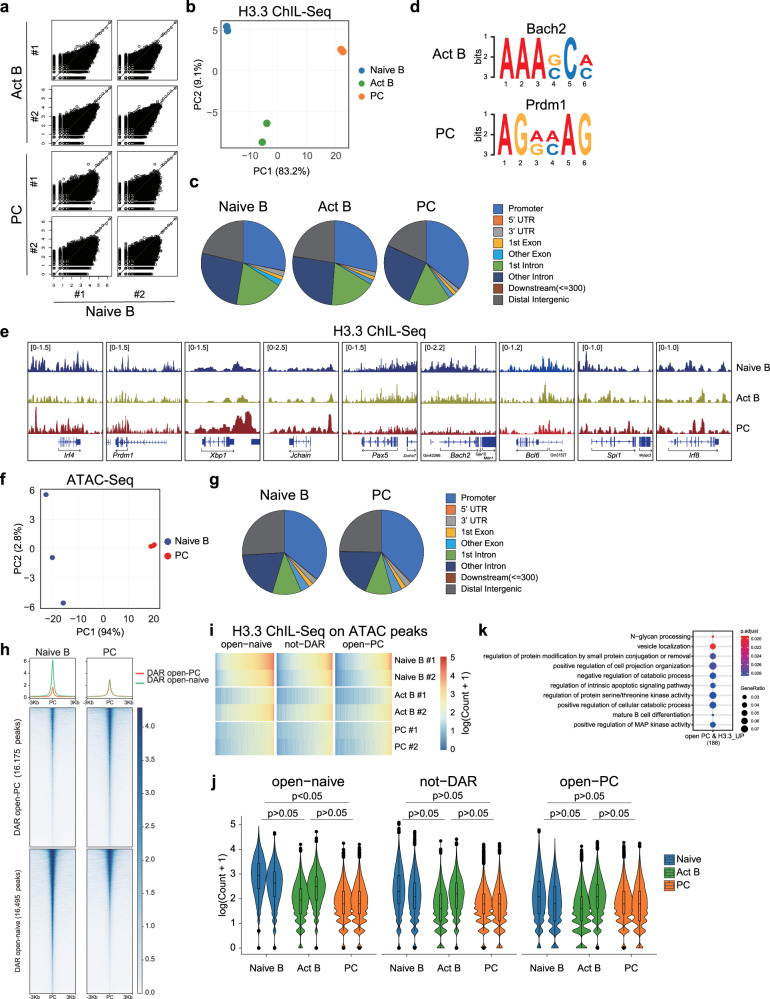
Dynamic change of H3.3 deposition of H3.3 and chromatin accessibility during PC differentiation. **a** Scatter plots of H3.3 ChIL-seq signals in 4 K bins for H3.3 enrichment. “#1” and “#2” represent two individual experiments. **b** Principal component analysis (PCA) of the H3.3 signal in 4K-bins between naive B (naive), activated B cells (Act B), and plasma cells (PC). **c** Genomic feature distributions of H3.3 ChIL-seq reads. Chi-square two-sided tests are shown (H3.3 ChIL-seq peak in PCs overlapping the promoter region: *p* = 1.99214 × 10^−^^72^ for naive, *p* = 4.2276 × 10^−^^51^ for activated B). **d** Enrichments of known motifs at Act B and PC occupied regions identified in H3.3 ChIL-seq peaks from both replicates. Transcription factors potentially recognizing the motifs are displayed. **e** Profiles of ChIL-seq data for H3.3 are shown in naive, act B, and PC. **f** PCA of ATAC-seq signals in 4K-bins between naive and PC. **g** Genomic feature distributions of ATAC-seq reads in (**c**). **h** Heatmap of ATAC-seq signals in the differential accessible regions (DARs) within ±3 kb around peak centers. DARs were classified into two categories (open-naive and open-PC) based on the presence of ATAC-seq peak between naive and PC. The values are average normalized ATAC-Seq signal intensity. **i** Heatmap of H3.3 ChIL-seq signals in the DARs or not-DARs within ±2 kb. **j** Violin plots of H3.3 enrichments on the DARs or not-DARs within ±2 kb. The lower and upper hinges represent the 25th and 75th percentiles, respectively. Whiskers extend up to 1.5 * IQR (inter-quartile range) from the hinges. The *p* values are calculated from two-sided *t*-tests using lmerTest (R package) (biologically independent two experiments). **k** Gene ontology (GO) analysis for genes around the region of high accessibility and high H3.3 enrichment in PC. The number of genes in the analyzed indicates under the label. The bubble size indicates the gene enrichment ratio (GeneRatio) of a biological process GO term, with color maps of the FDR value (p.adjust) of the enrichment analysis, log2 FC < 1. *p* < 0.05; a one-sided Fisher’s exact *t*-test. Source data and exact *p* values (**j**) are provided as a Source Data file.

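Chromatin accessibility was measured by ATAC-seq, in which the transposase Tn5 cuts and tags DNA that is not wrapped in nucleosomes, in naive B cells and in PCs taken after 5 μg/ml LPS. Each population had 3 libraries of 50000 cells. The authors trimmed and aligned the reads as for ChIL-seq, pooled the 3 libraries of a population and called peaks with MACS2 at a q value under 0.01, this time with the default local background. The pooled lists held 56236 summits in naive B cells and 56096 in PCs, of which 56184 and 56044 lay on chromosomes 1 to 19, X and Y. The median score given by the authors was 57.3 in naive B cells and 40.1 in PCs, and scores were used only to rank or filter the summits of each list. A common score limit does not stand for a common strength of signal in both lists. The methods do not describe a shift of reads to the transposase cut site, which would move a summit by a few bp and is small against the distance of 500 bp used here to call summits shared. Pooling left 1 list per population, so the lists used here do not give the spread between the 3 libraries. The differential accessibility that the paper derives from reads with DESeq2 was replaced by the presence or absence of a summit.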

Next, we performed transposase-accessible chromatin sequencing (ATAC-Seq) to explore chromatin structural changes that occur during PC differentiation. At the chromatin level, dynamic changes were observed in the accessibility profile of B cells during their differentiation into PCs. 

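Prdm1 had 8 ATAC-seq summits in naive B cells and 12 in PCs, Jchain 1 and 4, Xbp1 1 and 2, and Irf4 6 and 5. At Jchain, the PC list added a summit at 88527835, 56 bp inside the start of the gene on chromosome 5. Prdm1 kept its promoter site, at 44529588 on chromosome 10 in naive B cells and 44529585 in PCs, and gained an intronic site at 44444682 in PCs, beside a PC H3.3 summit at 44444693. Bach2 had 40 summits in naive B cells and 33 in PCs, Pax5 19 and 15, and Bcl6 6 and 5, and Sdc1, which encodes the PC surface marker CD138, had 3 in both. PCs contributed 59.0% of the summits at Xbp1, Jchain, Irf4 and Prdm1 (95% Clopper-Pearson interval 42.1% to 74.4%) and 44.9% at Pax5, Bach2 and Bcl6 (35.7% to 54.3%), both intervals including the 49.9% of the whole lists. Over the fixed lists, the 20 genes of the PC programme held 80 summits in naive B cells and 114 in PCs, with 12 genes having more and 5 fewer. The log2 ratio of 0.51 stood at percentile 99.99 of 10000 random lists. Ell2 had 3 and 10 summits, Zbtb20, a zinc finger factor of PCs, 16 and 25, and Creb3l2, an ER-resident transcription factor, 5 and 9. The 30 genes of the ER, secretion and the unfolded protein response held 119 and 161 summits, with 20 genes having more and 1 fewer (log2 ratio 0.43, percentile 100). At a score of at least 20 they held 96 and 103, with 12 genes having more and 7 fewer (log2 ratio 0.10, percentile 99.6). The members of both lists that are listed for Fig. 2k, among them Zbtb20, Creb3l2 and Ern1, were included here too. The paper selected them by H3.3 and accessibility in PCs, so neither percentile is independent of that choice. Ern1 had 8 and 13, Atf6, another sensor of ER stress, 13 and 17, and Edem3, which trims mannose from misfolded proteins, 4 and 8. The 30 B-cell identity genes held 300 and 253 summits, with 2 genes having more and 20 fewer. Their log2 ratio of −0.25 stood at percentile 12.95, at 2.22 when the random lists were matched on gene length alone and at 57.9 for a score of at least 20. Ebf1 had 42 and 36, and Blk 12 and 8.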

The PCA of the accessible loci detected in B cells and PCs suggested that progressive changes in accessibility occurred during PC differentiation (Fig. 2f), as previously reported^27^. 

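By genomic feature, promoters held 41.2% of the naive ATAC-seq summits (95% Clopper-Pearson interval 40.8% to 41.6%) and 42.6% of the PC summits (42.2% to 43.0%). The difference was small, at 1.39 points (chi-square test, p = 2.25e-06). The test treats the lists as independent, although 41046 summits of each were shared within 500 bp. It does not measure the spread between libraries. The first introns held 15.0% of the summits in naive B cells and 14.2% in PCs, other introns 16.5% and 16.8%, and distal intergenic regions 24.5% and 23.3%. Exons other than the first held 1.30% and 1.40%, and 3′ UTRs 1.26% and 1.37%. Promoter sites of this kind include the summit 267 bp inside the start of Xbp1 in naive B cells, at 5520926 on chromosome 11, and the PC summit at 5520822, and the summit at Irf4, 34 bp upstream of its start at 30749192 on chromosome 13 in both lists.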

The ATAC-seq distribution pattern was similar between naive B cells and PCs (Fig. 2g). Regions that are differentially accessible (DAR) were identified by comparing PCs cells to naive B cells. While overall, there were differences in the accessible region, with a similar number of regions gaining or losing accessibility, the enrichments of H3.3 were markedly higher in naive B cells than in PCs (Fig. 2h).

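Of the ATAC-seq summits, 41046 were shared within 500 bp, 15138 were found in naive B cells only (26.9%) and 14998 in PCs only (26.8%), so that 0.991 sites appeared for each site lost. Among summits with a score of at least 20 the numbers were 13032 in naive B cells only and 8259 in PCs only, a ratio of 0.634. PC-only sites were more often at promoters (31.5%, 95% Clopper-Pearson interval 30.8% to 32.3%) than naive-only sites (26.5%, 25.8% to 27.2%), and shared sites were so in 46.6% of cases. The genes with the most PC sites and no naive site included Meis2, a homeobox factor, with 5, Atp2b3, a calcium pump, with 5, and Mnx1, another homeobox gene, with 4. Those with the most naive sites and no PC site included Zmat4, a zinc finger gene, with 6, Wdr49, a WD repeat gene, with 4, and Sertad4 with 4. H3.3 summits occurred within 500 bp of 27.4% of the naive ATAC-seq summits in naive B cells (27.0% to 27.8%) and of 8.76% of the PC ATAC-seq summits in PCs (8.52% to 8.99%). Random placement gave 2.10% and 0.365%. Conversely, 29.1% of the naive H3.3 summits and 55.6% of the PC H3.3 summits lay within 500 bp of an accessible site of the same cells, against 2.15% and 2.43% by random placement.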

Next, we analyzed the genome-wide relationship between H3.3 uptake and accessibility during PC differentiation. Accessible regions that are specifically closed during PC differentiation (open-naive) exhibited a lower H3.3 peak count in PCs than in naive B cells (Fig. 2i). 

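Of the 15138 ATAC-seq summits found in naive B cells only, 38.8% had an H3.3 summit within 2 kb in naive B cells (95% Clopper-Pearson interval 38.1% to 39.6%), 10.6% in activated B cells (10.1% to 11.1%) and 7.02% in PCs (6.61% to 7.43%). These shares were 6.73, 7.04 and 5.62 times those reached by random placement of each H3.3 list. Chrm3, a muscarinic receptor gene, was among the clearest cases, with 19 ATAC-seq and 42 H3.3 summits in naive B cells and 1 and 0 in PCs. Wdr49 went from 4 ATAC-seq and 14 H3.3 summits to 0 of either, and Neurod4, a neural transcription factor gene, from 3 and 6 to 0 of either. The ratio of the PC to the naive share was 0.181. It was 0.579 among equal numbers of the highest-scoring H3.3 summits, and 0.320 among H3.3 summits of at least 20 times background.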

Accessible regions that are specifically opened during PC differentiation (open PC) presented an unaltered H3.3 read count (Fig. 2j). 

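Of the 14998 ATAC-seq summits found in PCs only, 21.0% had an H3.3 summit within 2 kb in naive B cells (95% Clopper-Pearson interval 20.4% to 21.7%), 8.04% in activated B cells (7.61% to 8.49%) and 11.1% in PCs (10.6% to 11.6%). Against random placement these shares were 3.62, 5.66 and 8.70 times as high. Sites shared by both populations had an H3.3 summit in 39.4%, 14.1% and 13.2% of cases, or 6.77, 9.49 and 10.6 times random placement. Tent5c, a cytoplasmic poly(A) polymerase named here after its values were seen, had 2 ATAC-seq and 1 H3.3 summits in naive B cells and 7 of each in PCs. At PC-only sites the ratio of the PC to the naive share was 0.529 over the full lists. It was 2.00 among equal numbers of the highest-scoring H3.3 summits and 1.15 among H3.3 summits of at least 20 times background, so the direction at PC-only sites depended on how lists of different length were compared. At shared sites the corresponding ratios were 0.336, 0.980 and 0.593.

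**Figure D7:**
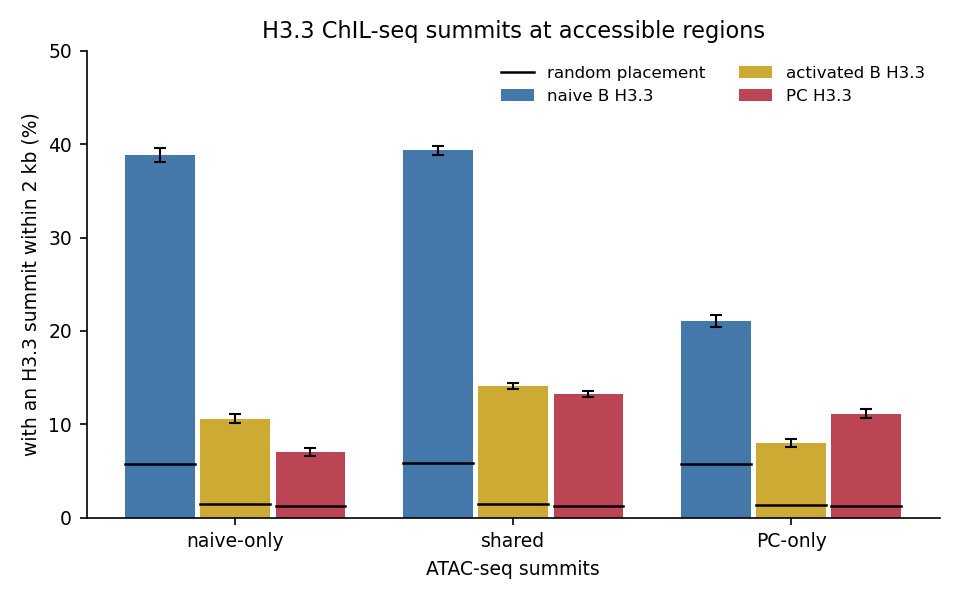
Share of ATAC-seq summits with an H3.3 summit within 2 kb, in percent, for summits found in naive B cells only, in both populations (shared) or in PCs only, and for the H3.3 lists of naive and activated B cells and PCs. Error bars are 95% Clopper-Pearson intervals and black lines the mean of 20 random placements; at naive-only sites the share is 38.8% with the naive and 7.02% with the PC list, at PC-only sites 21.0% and 11.1%.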

Enrichment of H3.3 on each DAR was annotated to the closest gene, and Gene Ontology (GO) analysis revealed that in PCs, genes enriched in H3.3 were correlated with DAR and showed high enrichment of biological processes, including B cell maturation (Fig. 2k). 

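Of the PC-only ATAC-seq summits, 1670 had a PC H3.3 summit within 2 kb, 1060 of these together with a naive one. The other 610 had an H3.3 summit in PCs and none in naive B cells, and their closest genes numbered 481, including 30 of the 80 genes listed for the GO terms of Fig. 2k. Ern1 and Creb3l2, which act in the unfolded protein response, were among these 30, as were Trp73 and Ighm. Ighm, the gene of the μ heavy chain constant region, had 0, 2 and 4 H3.3 summits in naive and activated B cells and PCs. Ptk2b, a tyrosine kinase that the paper's terms place in B-cell differentiation, had 30, 7 and 15 H3.3 summits and 22 ATAC-seq summits in both populations, and Nfatc1, a calcium-regulated transcription factor, had 9, 0 and 6. Among equal numbers of the highest-scoring H3.3 summits Ptk2b had 7, 7 and 15 and Nfatc1 3, 0 and 6. At 20 times background the counts were 9, 5 and 11 for Ptk2b and 3, 0 and 4 for Nfatc1. Il21, a cytokine gene, had no H3.3 summit in any list and 0 and 2 ATAC-seq summits. Of the mannosidases of N-glycan processing, Man1a had 135, 40 and 27 H3.3 summits, Man2a1 39, 3 and 5, Man1a2 9, 0 and 0, and Man1b1 0, 0 and 1. The ATAC-seq summits of Man1a2 numbered 2 in naive B cells and 6 in PCs. With H3.3 summits within 1 kb the genes numbered 515, of which 32 were listed in Fig. 2k, and with ATAC-seq summits of a score of at least 20 they numbered 453 and 33. No enrichment test was run, because the source data list the genes of the enriched terms alone. The paper assigned DARs with H3.3 to their closest genes and, from the terms enriched among them, states that genes with H3.3 in PCs go together with accessible regions and with B cell maturation.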

Taken together, these observations suggest a correlation between the patterns of H3.3 deposition, gene expression, and chromatin accessibility during PC differentiation.

### Enforced H3.3 expression in B cells suppresses PC differentiation

These findings led us to consider whether the differentiation of B cells into PCs is affected by H3.3 expression. To investigate the role of H3.3 in PC differentiation, we induced green fluorescent protein (GFP)-tagged H3.3 (GFP-H3.3) expression in B cells to compete with H3.3 in chromatin regions with high H3 turnover. GFP/yellow fluorescent protein-tagged H3.3 has been extensively used to study H3.3 replacement in Drosophila, mouse, and human cells^45–48^. GFP-H3.1 was also transduced to compare its function to that of H3.3. Fluorescence microscopy confirmed the distribution of GFP-H3.1 in the condensed chromosomal region (heterochromatin) and that of GFP-H3.3 in the non-condensed chromosomal region (euchromatin) (Fig. 3a). This is consistent with the enrichment pattern of endogenous H3.1 and H3.3^35,48^. After transduction of the control and GFP-H3.3/H3.1, B cells were induced to differentiate into PC by LPS stimulation. We found that exogenous H3.3 expression significantly decreased the frequency of PC generation, while control and H3.1 expression did not alter it (Fig. 3b). The total IgM concentration in the culture supernatant was measured using ELISA. The results were consistent with those of flow cytometry (Fig. 3c). Similar results were obtained for mCherry-tagged H3.3-expressing B cells (Supplementary Fig. 2a, b). The secretion of IL-10, which is also an important regulator of PC biology, was markedly impaired by the enforced expression of H3.3 (Supplementary Fig. 2c). We also evaluated the class switch from IgM to IgG1, but forcibly expressed-H3.3 did not influence this event (Supplementary Fig. 2d). Given that LPS-induced PC differentiation depends on cell proliferation, we examined the effect of H3.3 expression on the latter. We labeled purified B cells with cell trace violet (CTV) before transduction with H3.3 and monitored cell division by CTV dilution assay. LPS stimulation induced several rounds of B cell division, regardless of whether H3.3 was introduced (Fig. 3d). Furthermore, B cells transduced with H3.3 survived after LPS stimulation (Fig. 3e). These results indicated that the H3.3-induced inhibition of PC generation is not due to impaired proliferation or survival. Additionally, H3.3 expression also suppressed PC differentiation and antibody production in anti-CD40 and cytokine stimulation, a model of T cell-dependent PC differentiation (Supplementary Fig. 2e, f). Conversely, H3.3 knockdown enhanced PC differentiation following stimulation with LPS or CD40 and cytokines (Supplementary Fig. 2g–j).

**Fig. 3:**
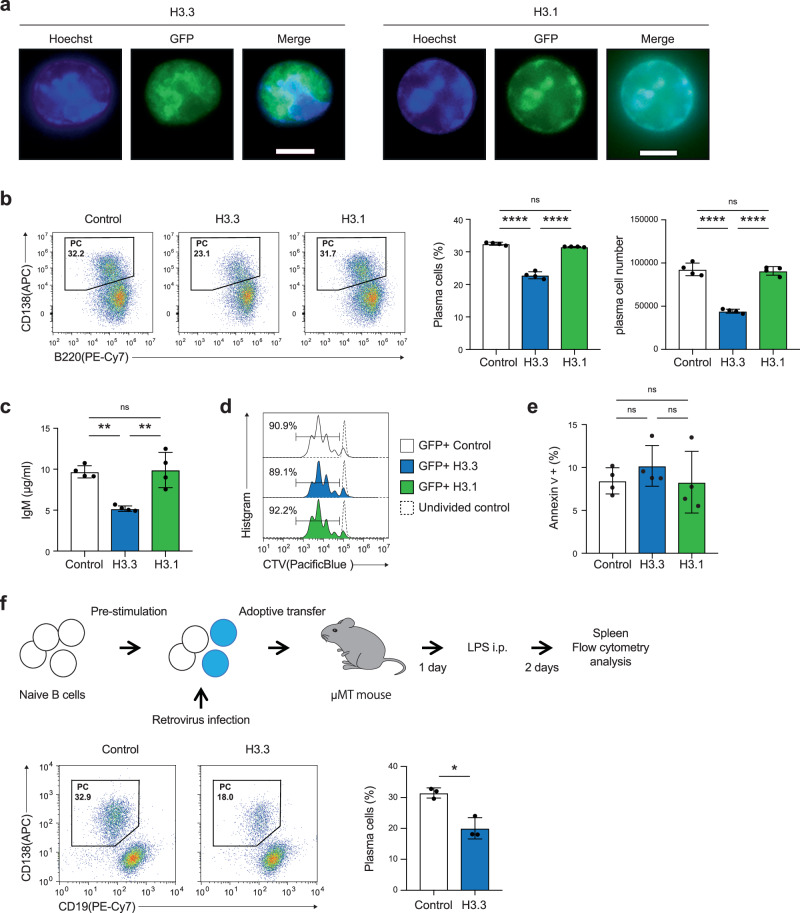
Exogenous H3.3 expression inhibited PC differentiation. **a** Fluorescence microscopic observation of GFP-H3.1 or GFP-H3.3-expressed B cells. B cells were stained with Hoechst. The scale bar is 5 μm. **b** Left, flow cytometry analysis of plasma cell differentiation in GFP (control), GFP-H3.3, or GFP-H3.1-expressing B cells on day 4 after LPS stimulation. The bars show the percentage (middle) or cell numbers (right) of PCs among GFP^+^ cells. **c** The IgM antibody concentration in the culture supernatant of (**b**) was measured by ELISA. **d** Proliferation of GFP^+^ B cells transduced with GFP (control), GFP-H3.3, or GFP-H3.1 labeled with CTV and stimulated for 3 days with LPS. Percentages of proliferating B cells were assessed by CTV dilution. **e** Apoptosis of GFP (control), GFP-H3.3, or GFP-H3.1-expressing B cells on day 4 after LPS stimulation, was evaluated by staining with Annexin V. **f** B cells transduced with GFP (control) or GFP-H3.3 were adoptively transferred to μMT mice and then immunized with 10 μg LPS. After 3 days, flow cytometry of spleen was conducted. Flow cytometry plot of plasma cell (PC) in GFP (control) or GFP-H3.3 expressing B cells. Examples of cells were pre-gated on live (PI^−^) single lymphocytes GFP^+^ cells (**a**, **b**, **d**, **f**). Data are representative of three (**a**, *n* = 1 mice per group) or two independent experiments (**b**–**f**) (**b**; *n* = 4, **c**; *n* = 4, **e**; *n* = 4, and **f**; *n* = 3 mice per group). Data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns not significant. The *p* values were obtained by one-way ANOVA with Tukey’s post hoc test (**b**, **c**, **e**) and by a two-tailed unpaired *t*-test with Welch’s correction (**f**). Source data and exact *p* values (**b**, **c**, **f**) are provided as a Source Data file.

To assess whether H3.3 expression was sufficient to limit PC differentiation in vivo, we transduced GFP-H3.3 or control vector into B cells and then transferred them into B cell-deficient μMT recipient mice 1 day before immunization with LPS (Fig. 3f). Transduction with H3.3 significantly attenuated the frequency of PCs compared with that of the control vector. Thus, these data strongly suggest that enforced H3.3 expression in B cells suppresses PC differentiation.

### AIG motif is required for H3.3-induced inhibition of PC differentiation

The amino acid sequence of H3.3 differs from that of H3.1 at two sites. S31 in H3.3 (corresponding to the location of A31 in H3.1) is phosphorylated during mitosis; however, the role of this modification is unknown. H3.3 also has three residues at the base of α-helix 2, which differ from H3.1. These are A87/I89/G90 (hereafter referred to as “AIG”), which correspond to S87/V89/M90 in H3.1. This motif is thought to define the chaperone specificity of H3.3. The AIG motif is required for H3.3 binding to both the death-associated protein (DAXX)/α-thalassemia X-linked mental retardation protein (ATRX)^49^ and histone regulator A (HIRA) complexes^50^, which are fundamental for replication-independent chromatin deposition. To assess the effects of individual residues, single mutations were introduced into H3.3 gene (with amino acid residues S31, A87, I89, and G90) to match each residue of interest in H3.1 (A31, S87, V89, and M90). These mutants were used in the LPS-mediated PC differentiation assays. Expression of GFP-H3.3 carrying the mutations A87S, G90M, and A87S/I89V/G90M, led to normal PC generation (Fig. 4a, b). The S31A mutation did not affect the inhibitory effect of H3.3 on PC differentiation. These findings suggest that the inhibition of PC differentiation by H3.3 may be required for AIG-dependent chaperones.

**Fig. 4:**
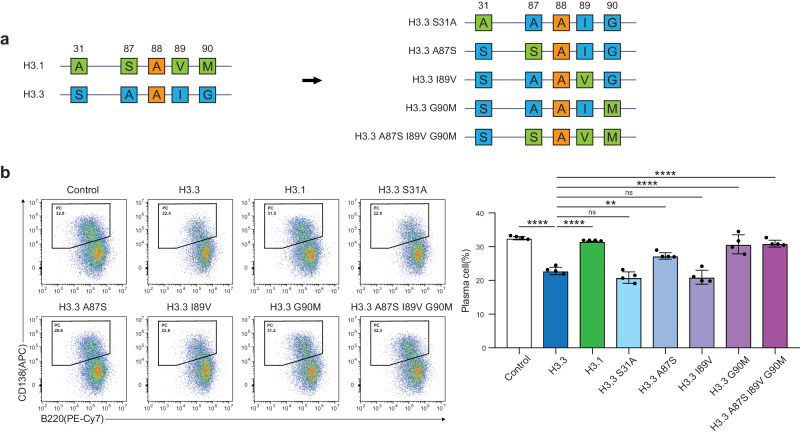
A87 and G90 in H3.3 define suppressive function. **a** Schematic diagram of the structure of H3.3 with point mutations in the N-terminal tail (S31A) and the “AIG” motif (A87S, I89V, and G90M). **b** Flow cytometry analysis of plasma cell differentiation. B cells were forcibly expressed H3.3 with the mutated residue to canonical H3.1 type via retrovirus infection and induced plasma cell differentiation with LPS. Examples of cells were pre-gated on live (PI^−^) single lymphocytes GFP^+^ cells. CD138^hi^ B220^low^ were gated as plasma cells (PC). Data are representative of two independent experiments. Data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns not significant. The *p* values were obtained by one-way ANOVA with Tukey’s post hoc test. Source data and exact *p* values (**b**) are provided as a Source Data file.

### Enforced H3.3 expression in B cells limits expression of Xbp1, IRF4, and Blimp1

PC differentiation is tightly controlled by several transcription factors that either promote or inhibit the expression of specific genes involved in PC differentiation. B cell-associated transcripts, such as those that encode Pax5, Bach2, IRF8, Bcl6, and PU.1, are suppressed to facilitate PC differentiation. Conversely, genes involved in PC differentiation, such as *Irf4*, *Prdm1*, and *Xbp1* (spliced form *Xbp1s*; unspliced form *Xbp1u*), are activated. We next examined whether enforced expression of H3.3 in B cells affected gene expression. qPCR revealed that transcripts of PC-related genes, such as *Prdm1* and *Xbp1s*, but not *Irf4* and *Xbp1u*, were significantly reduced by H3.3 expression (Fig. 5a). In contrast, the mRNA expression of B cell-related genes, such as *Pax5, Bach2*, and *Bcl6*, but not of *Spi1* and *Irf8*, was higher in H3.3-expressing B cells than in the control and H3.1-expressing B cells. Our data suggest that H3.3 expression is associated with dynamic changes in the levels of expression of PC differentiation-associated genes.

**Fig. 5:**
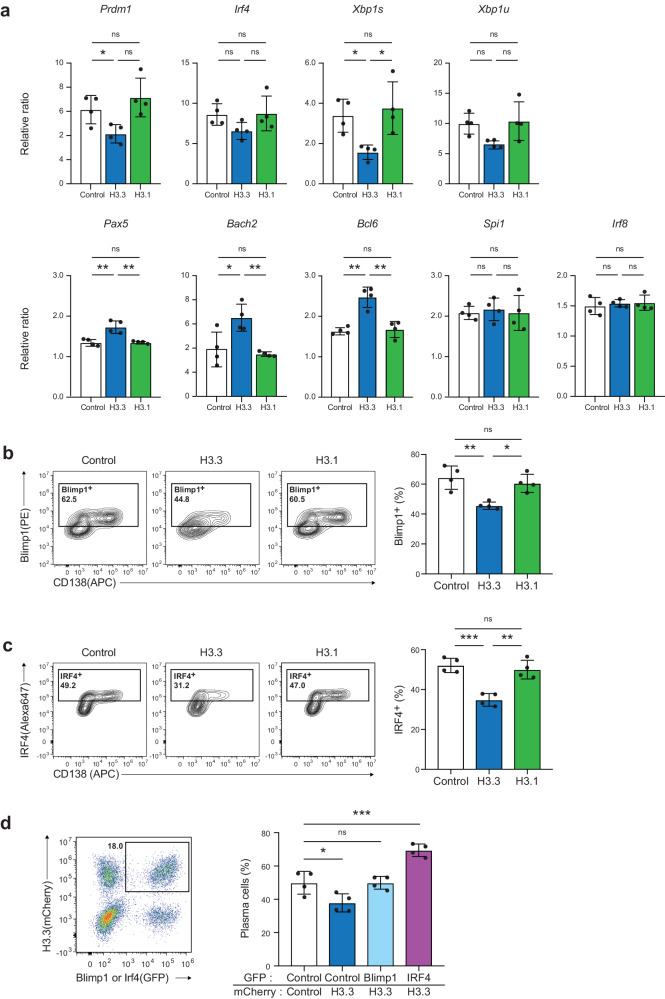
H3.3 regulate the expression of PC-associated factors. **a** Quantitative RT-PCR of mRNA encoding genes related to plasma cell differentiation in forcibly H3.1 or H3.3 expressed B cells. The GFP^+^ cells were sorted on post-infection day 2. **b** Flow cytometry analysis of the expression of the Blimp1 protein by intracellular staining in forcibly H3.1 and H3.3 expressed B cells. **c** Flow cytometry analysis of the expression of the IRF4 protein by intracellular staining in forcibly H3.1 and H3.3 expressed B cells. **d** Flow cytometry analysis of LPS-induced CD138^hi^B220^low^ plasma cell differentiation after simultaneous enforced expression of H3.3 and Blimp1 or H3.3 and IRF4. Examples of cells were pre-gated on Zombie NIR^−^ (**b**, **c**) or Zombie Aqua^−^ (**d**) live cells. Data are representative of two independent experiments (**a**–**d**; *n* = 4). Data are presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns not significant. The *p* values were obtained by one-way ANOVA with Tukey’s post hoc test. Source data and exact *p* values (**a**, **d**) are provided as a Source Data file.

IRF4 and Blimp1 are critical for the transition of B cells to PCs. To gain insight into the inhibitory effect of H3.3 on PC differentiation, the levels of expression of IRF4 and Blimp1 proteins were tested after H3.3 was expressed. We observed that enforced H3.3 expression, but not that of H3.1, reduced the number of IRF4 or Blimp1-positive cells (Fig. 5b, c). Notably, when IRF4 or Blimp1 were transduced into H3.3-expressing B cells, these cells efficiently differentiated into PCs (Fig. 5d), suggesting that IRF4 and Blimp1 can overcome the suppressive effect of H3.3. Thus, our findings suggest that forced expression of H3.3 before PC development preserves genes that maintain the B cell status and inhibits the expression of IRF4 and Blimp1, which are essential for PC differentiation.

### Enforced expression of H3.3 led to a dynamic change in chromatin accessibility profiles

To examine the effect of enforced H3.3 expression on chromatin structure, we first explored exogenous GFP-H3.3 deposition in GFP-positive LPS-stimulated B cells by ChIL-seq using an anti-GFP antibody. ChIL-seq following treatment of B cells with anti-H3.3 antibody was also performed to examine the total H3.3 (endogenous H3.3 and exogenous GFP-H3.3) deposition. GFP-ChIL-seq analysis of control vector-transfected B cells showed little signal, indicating negligible background (Fig. 6a). The deposition of GFP-H3.3 was similar to that of endogenous H3.3 in B cells transduced with an empty vector (Fig. 6a), suggesting that exogenous H3.3 integrate into chromatin and compete with endogenous H3.3. Furthermore, PCA revealed population-based clustering, and the differences increased with differentiation. Changes in H3.3 deposition in GFP-H3.3-expressing B cells were more similar to chromatin rearrangements observed in activated B cells than to those observed in PCs in both cases—exposure to anti-H3.3 and anti-GFP antibodies (Fig. 6b). To avoid the effects of retroviral expression and for direct comparison among cells, we used control vector-expressing activated B cells and PCs. These data suggest that PC differentiation requires proper H3.3 removal from B cells and specific H3.3 deposition. To determine the effect of H3.3 expression on chromatin accessibility, ATAC-seq was conducted in cells expressing GFP-H3.3 or the control vector. Given that the first principal component reflects PC differentiation, H3.3 expression led to a dynamic transition in chromatin accessibility profiles from those observed in PCs to those observed in activated B cells. This was not observed in the control vector-containing cells (Fig. 6c). Indeed, enforced H3.3 expression in B cells inhibits the accessibility of regions that increase with PC differentiation, such as the locus of *xbp1*, *prdm1*, *sdc1*, and *Jchain* (Fig. 6d). Thus, we conclude that the prevention of H3.3 downregulation during PC differentiation inhibits the changes in chromatin accessibility required for this process.

**Fig. 6:**
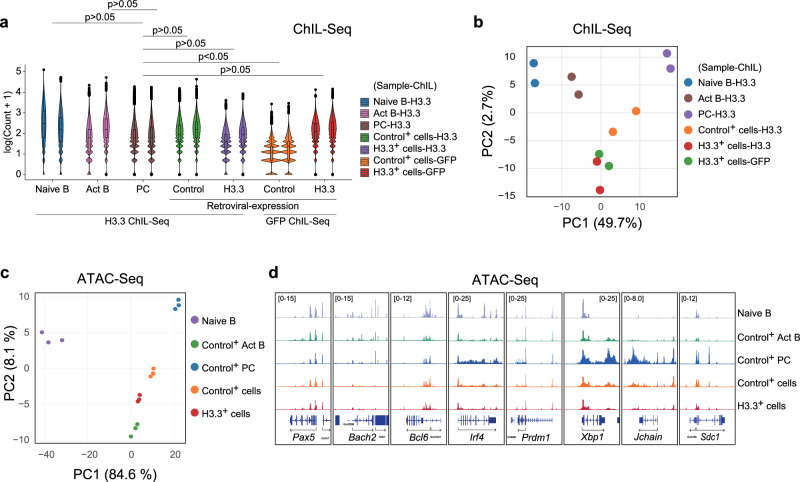
Change of chromatin accessibility by enforced expression of H3.3. **a** Violin plots of H3.3 enrichments on chromatin accessibility regions within ±2 kb in naive B cells and plasma cells (PC). The lower and upper hinges represent the 25th and 75th percentiles, respectively. Whiskers extend up to 1.5 * IQR (inter-quartile range) from the hinges. The *p* values are calculated from two-sided *t*-tests using lmerTest (R package) (*n* = 65,822, biologically independent two experiments). **b** PCA of H3.3-ChIL-seq in naive, activated B cells (Act B), PC, GFP-H3.3 expressed B cells and GFP-ChIL-seq in GFP-H3.3 expressed B cells. A contribution of the principal component is shown in parentheses. **c** PCA of ATAC-seq signals in 4K-bins in naive and forcibly GFP-H3.3 expressed B cells. A contribution of the principal component is shown in parentheses. **d** Genome browser images showing chromatin accessibility on the typical genes. Source data and exact *p* values (**a**) are provided as a Source Data file.

## Discussion

Determining the molecular basis of B cell differentiation into PCs is important for understanding humoral immune responses. Our focus is on the role of the histone variant H3.3, a key regulator of the dynamic state of chromatin. Our findings indicate that H3.3 is downregulated during the differentiation of B cells into PCs. Accordingly, H3.3 incorporation into the genome and DNA accessibility are dynamically changed. Enforced expression of H3.3 in B cells results in a change in chromatin accessibility and suppression of IRF4, Blimp1, and Xbp1 expression, which leads to inhibition of PC generation.

Although only a few studies have examined the physiological significance of H3.3 expression levels, in mice, this variant seems to accumulate in various tissues and to almost completely replace the canonical isoforms with aging^51^. Surprisingly, in this study, we found that H3.3 expression and its genome-wide deposition in the DNA were remarkably reduced during PC differentiation. This might seem to contrast with the known roles of H3.3 in gene activation, a wide-spread process during PC differentiation. Given that H3.3 is not completely eliminated from PCs and that H3.3 deposition occurs on cis-regulatory elements of genes involved in PC differentiation, the dynamic change in the pattern of incorporation of H3.3 into chromatin may regulate the limited and appropriate gene expression required for PC differentiation. Indeed, we showed that when the PC differentiation program began, H3.3 was dissociated from the gene sites responsible for B cell identity, such as *Pax5*, *Bach2*, and *Bcl6*, and accumulated at the loci of PC-related genes, such as *Prdm1, Xpb1*, and *Jchain*. Although it is unclear whether the reduction of H3.3 protein levels is needed for PC differentiation, our results indicated that forced expression of H3.3 in differentiating B cells, halts PC generation, suggesting that the reduction of H3.3 protein levels is closely related to PC differentiation.

Recent evidence has demonstrated the importance of H3.3 in early B cell development. HSC-specific H3.3 conditional knockout mice exhibit completely impaired B-cell differentiation^43^. The deposition of H3.3 into chromatin is carried out by two different chaperones, HIRA and DAXX/ATRX^42,52^. HIRA incorporates H3.3 into the chromatin at the position of active transcription in a replication-independent manner^42,50^. DAXX/ATRX regulates H3.3 deposition in telomeric and pericentric heterochromatin regions^53^. Subsequently, the differentiation of HSCs from mice with conditionally knocked out HIRA or DAXX into B cells is impaired^54^. However, it is not known whether H3.3 and the specific chaperones are involved in PC differentiation. Our study showed that exogenously expressed H3.3 was incorporated into the genome to the same extent as physiological H3.3 and that inhibition of PC differentiation by H3.3 expression was dependent on the AIG motif of H3.3. In particular, the conversion of either A or G of AIG to the canonical form abolished the inhibitory effect of H3.3 on PC differentiation. Given that both A and G are required for HIRA binding and only one of them is sufficient for DAXX, the H3.3 inhibitory effect would be H3.3-specific chaperone-dependent, although we did not address the identification the specific chaperone. Additional experiments to understand the role of H3.3-chaperones for PC differentiation would also be of interest for future studies. Mechanistically, the abundant H3.3 expression in B cells, can limit the expression of IRF4 and Blimp1, and the activation of Xbp1, which results in the blockade of PC differentiation. Furthermore, even though the exogenous expression of H3.3 diminishes PC production, IRF4 and BLIMP1 overexpression with it reverses the suppression. Thus, the repression of gene expression required for PC differentiation by excess H3.3 provides a rationale for the reduction in PC generation among H3.3-overexpressing cells.

How does the enforced expression of H3.3 decrease PC-related gene expression? Chromatin accessibility is governed by multiple mechanisms, including DNA methylation, histone post-translational modifications, and transcription factor binding, which ultimately regulate gene expression. Thus, it is important to disclose accessibility, such as the genomic state of regions that are prone to active transcription and those that are tightly bound to heterochromatin, to understand the relationship between chromatin structure and function. Several reports suggest that H3.3 may affect the chromatin environment in a specific area by recruiting particular complexes to the chromatin, including chromatin remodeling complexes and histone modification enzymes^33,35,55–57^. Thus, it controls gene expression and suppression. Our study provides even deeper insight: using ATAC-seq, we demonstrated that PC differentiation remodels the chromatin landscape, and H3.3 can contribute to the dynamics of this epigenetic landscape transition. Indeed, enforced expression of H3.3 altered accessibility and shifted it from that observed in PCs to that observed in activated B cells. It also reduced DNA accessibility at the gene loci of *Irf4, Prdm1*, and *Xbp1*, as well as genes specifically expressed in PC. These results suggest that retention of the H3.3 protein prevents changes in PC-specific accessibility, but this seems to contradict previous reports showing that H3.3 facilitates DNA accessibility^58^. One possible reason is that without lowering the protein levels of H3.3 in B cells, the PC differentiation program fails to be initiated, and the chromatin structure characteristic for PCs could not be organized. Given that H3.3 couples with the upregulation of gene expression, exogenous expression of H3.3 in B cells may regulate the expression of factors that suppress PC differentiation and maintain B cell identity. For example, overexpression of Bach2 or Bcl6 in B cells inhibits PC differentiation^16,19^. The levels of expression of these genes were downregulated during PC differentiation. This study showed that *Prdm1* and *Xbp1* were downregulated when H3.3 was expressed exogenously in B cells, even after PC differentiation was induced. H3.3 may regulate such genes to suppress PC differentiation as a safeguard. However, we did not observe a correlation between H3.3 expression and DNA accessibility at these loci. Another possible scenario is that dynamic changes in H3.3 turnover affect PC differentiation. A decrease in newly synthesized H3.3 during PC differentiation would reduce H3.3 turnover efficiency. Thus, the dynamic changes in H3.3 turnover may also explain the effect of PC differentiation upon exogenous H3.3 expression. Further study is needed to determine why a large amount of H3.3 would prevent PC differentiation.

Our findings shed light on the role of the H3.3 histone variant in the process of PC differentiation. However, they do not rule out other potential models of PC differentiation, like those involving transcription factor networks and epigenetic regulation. Our study emphasizes the significance of additional layers of epigenetic remodeling, such as H3.3 distribution and chromatin accessibility, in understanding the PC differentiation process.

## Methods

### Mice

Mice were bred and maintained under the specific pathogen-free animal facility at Kyushu University in accordance with institutional guidelines under the following conditions: ambient temperature of 22 °C, 60% humidity, 12-h-dark and 12-h-light cycle, and free access to water and rodent chow (DC-8, CLEA Japan) and female mice were used at 8–12 weeks. All studies and procedures were approved by the Animal Experiment Committee of Kyushu University (Approval No: A23-090, A23-091, A23-103, A23-122, and A23-029). All animal experiments were conducted in accordance with the ARRIVE guidelines and the ethical guidelines of Kyushu University. C57BL/6 mice were purchased from CLEA Japan. *Prdm1*^gfp/+^ mice^59^ and μMT mice^60^ have been described previously.

### Antibodies

For flow cytometry or cell sorting, single-cell suspensions prepared from spleen, bone marrow, or cultured B cells were stained with the following fluorochrome-conjugated antibodies purchased from BioLegend, BD Bioscience, eBioscience or Invitrogen: Alexa647-conjugated anti-GFP (polyclonal); allophycocyanin (APC)-conjugated anti-CD19 (6D5), anti-CD138 (281-2) and anti-IgG1 (RMG1-1); Alexa647-conjugated and anti-IRF4 (IRF4.3E4); Pacific Blue (PB)-conjugated anti-B220 (RA3-6B2); Brilliant Violet (BV421)-conjugated anti-CD138 (281-2); Phycoerythrin (PE)-conjugated anti-TACI (8F10), anti-CD138 (281-2), and anti-Blimp-1 (5E7); Phycoerythrin-Cyanine7 (PE-Cy7)-conjugated anti-B220 (RA3-6B2) were used. For ChIL-seq, rat anti-H3.3 (4H2D7) homemade^61^ and rat anti-GFP (1A5) purchased from Bio Academia Co. Ltd. were used. For western blotting, anti-H3.3 (6C4A3) and anti-H3.1/H3.2 (6G3C7) antibodies were produced in-house.

### Flow cytometry

Tissues were disrupted by passing through a nylon mesh (Kyoshin Ricoh). After red blood cell lysis with ammonium chloride potassium buffer, cells were incubated with an anti-CD16/CD32 (2.4G2; BD Pharmingen) to reduce nonspecific labeling of the cells before staining. Single cells were stained with fluorophore-labeled antibodies. Dead cells were excluded using propidium iodide (PI) (Nakalai), Zombie Aqua (Biolegend) or Zombie NIR (Biolegend). Intracellular staining was performed after fixation and permeabilization with the Foxp3/transcription factor staining buffer set (eBioscience). Data were acquired on a Cytoflex (Beckman Coulter) and analyzed with FlowJo software (Tree Star).

### Isolation and sorting of B cells

For B cell isolation, splenic B cells were purified by the negative selection of CD43^+^ cells with anti-CD43 magnetic beads (Miltenyi Biotec). The purified B cell population was >95% positive for CD19 staining. Cell sorting was performed on FACSMelody (BD Biosciences) to isolate the following populations: activated B cells (CD138^low^B220^hi^), plasma cells (CD138^hi^B220^low^), and retrovirus-infected cells (GFP^+^ or mCherry^+^).

### Culture

For B cell stimulation assays, purified B cells (1 × 10^6^ cells/ml) were cultured in RPMI 1640 medium supplemented with 10% (vol/vol) FCS, β-mercaptoethanol, L-glutamine, HEPES, NEAA and antibiotics. For plasma cell differentiation, B cells were stimulated with 5 μg/ml of lipopolysaccharide (LPS) (Sigma-Aldrich) or 1 μg/ml anti-CD40 antibody, 0.4 μg/ml IL-2, 5 ng/ml IL-4, and 2 ng/ml IL-5 for indicated days. For cell division assay, splenic B cells were labeled with Cell trace violet (CTV) (Thermo Fisher) followed by stimulation with LPS for 2 days. For cell apoptosis assays, cells were stained with APC Annexin V according to the manufacturer’s protocol (BD Biosciences).

### Quantitative RT-PCR analysis

RNA was isolated and purified using the RNeasy kit (Qiagen) from negatively selected CD43^-^ B cells, B220^hi^CD138^low^ activated B cells, and B220^low^CD138^hi^ plasma cells. cDNA was generated using the ReverTra Ace qPCR RT Master Mix (TOYOBO). Real-time PCR was performed on a LightCycler 96 (Roche) using Thunderbird SYBR qPCR mix (TOYOBO). The expression of target genes was normalized with 18S rRNA. The following primer pairs were used: *18S rRNA*, sense 5’-ATGGCCGTTCTTAGTTGGTG-3’ and antisense 5’-CGGACATCTAAGGGCATCAC-3’: *H3f3a*, sense 5’-ACTGGAGGGGTGAAGAAACC-3’ and antisense 5’-ACCAATAGCTGCACTCTGGAAG-3’: *H3f3b*, sense 5’-CAGGATTTCAAAACCGACTTGAG-3’ and antisense 5’-GTATCTTCAAACAACCCCACCAG-3’: *H3c1/2*, sense 5-CTAAGCAGACCGCTCGCAAGTC-3’ and antisense 5’-CTTGAAGTCCTGCGCGATCTC-3’: *Prdm1*, sense 5’-CTATTAAGCCTATCCCTGCCAA-3’ and antisense 5’-GCTTTCCGTTTGTGTGAGATTTATC-3’: *Irf4*, sense 5’-ACAGCTCATGTGGAACCTCTG-3’ and antisense 5’-TCAGGTAACTCGTAGCCCCT-3’: *Irf5*, sense 5’-ATGTTGCCTTTGACGGACCTAG-3’ and antisense 5’-CAGGGCCAAAGAGTTCCACT-3’: *Pax5*, sense 5’-CAACAGGATCATTCGGACAA-3’ and antisense 5’-AGGATGCCACTGATGGAGTA-3’: *Bach2*, sense 5’-CATCTCTTCCTCTGCCCAGT-3’ and antisense 5’-CAGACATGCCGTTCAAACCATA-3’: *Irf8*, sense 5’-TGCAGGATGTGTGACCGGAA-3’ and antisense 5’-TAATCCTGCTTGCCGGCATG-3’: *Spi1*, sense 5’-GTCACCAGGTTTCCTACATGC-3’ and antisense 5’-CCAAGCCATCAGCTTCTCCA-3’.

### Plasmid, retrovirus production, and infection

The cDNA construction of N-terminally GFP-tagged histones H3.1 and H3.3 have been described previously^46^. GFP-H3.1 and GFP-H3.3 fragments were cloned into the pMY retroviral vector. mCherry-H3.1 and mCherry-H3.3 in pMY vector were similarly constructed. The point mutants of unique residues in H3.3 to residues in H3.1 (S31A or A87S or I89V or G90M or A87S, I89V, G90M) were generated by PCR. Nucleotide sequences of these constructs were verified by sequencing. To generate retroviral Blimp-1 expression vectors, cDNA corresponding to Blimp1 and IRF4 was obtained from mouse splenocytes by PCR amplification and then cloned into the pMY-IRES-GFP retroviral vector. An IRF4 retroviral expression vector was described previously^4^. For H3.3 knockdown, we designed the targeting sequence: 5’-CGAGAAATTGCTCAGGACTTC for H3f3a and 5’-CCAGAGATTGGTGAGGGAGAT for H3f3b. These miRNA gene double-strands were ligated with Block-iT™ Pol II GFP-miR RNAi expression vector (Invitrogen). Then, the resulting GFP-miR inserts were subcloned into a pMYs vector in tandem. The resulting vector or control vectors were transfected into the packaging cell line PLAT-E with FuGENE HD (Roche Diagnostics). On the following day of transfection, the medium was changed and cultured for 48 h. The virus supernatant was concentrated overnight using a Retro-X^TM^ concentrator (Takara) according to the manufacturer’s protocol. For infection of B cells, the splenic B cells were purified and stimulated with 5 μg/ml of LPS for 20 h. Cells underwent “spin infection” for 2 h at 25 °C (800 g) in concentrated virus supernatant containing polybrene (6 μg/ml). After spin infection, cells were washed with culture medium and cultured in addition 2 days with 5 μg/ml LPS for in vitro culture PC differentiation assay. For class switch assay, stimulated splenic B cells with 20 ng/ml of IL-4 (R&D) and 2 μg/ml of anti-CD40 (BD Biosciences) were infected as above and cultured with the same concentration of IL-4 and anti-CD40 for additional 3 days. For in vivo transfer assay, infected cells were cultured with 5 μg/ml LPS for additional 2 h and washed with PBS containing 3% FCS. The 2 × 10^6^ infected B cells per head were transferred intravenously (i.v.) into μMT mice. The next day, the mice were injected intraperitoneally with 10 μg of LPS and were analyzed on day 3.

### Hydroxyapatite immunoprecipitation and Western blotting

Nucleosome levels were analyzed using samples purified by hydroxyapatite after the nuclear soluble fractions were removed, as described previously. In brief, cells were lysed in ice-cold physiological buffer (PB; 100 mM CH_3_COOK, 30 mM KCl, 10 mM Na_2_HPO_4_, 1 mM DTT, 1 mM MgCl_2_, 1 mM ATP, 0.1% Triton X-100 and protease inhibitor cocktail; Nacalai Tesque Inc.) and then centrifuged at 1000 × *g* for 5 min. The pellets were re-suspended in IP buffer (5 mM PIPES, 200 mM KCl, 1 mM CaCl_2_, 1.5 mM MgCl_2_, 5% sucrose, 0.5% NP-40, and protease inhibitor cocktail; Nacalai Tesque Inc.) and sonicated for 1 s three times and digested to lengths corresponding to mono-, di- and tri-nucleosomes with micrococcal nuclease (New England Biolabs) and Ribonuclease A (0.1 μg/ml) at 37 °C for 30 min. To stop the digestion reaction, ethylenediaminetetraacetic acid (EDTA) was added to the samples at a final concentration of 5 mM. 5 M NaCl was then added to achieve a concentration of 0.5 M, and the samples were transferred to a spin column Mobicol “Classic” (MoBiTec GmbH), including hydroxyapatite resin (20 mg; Nacalai Tesque Inc.) pre-washed with hydroxyapatite buffer 1 (HAPB1; 5 mM NaPO_4_, 600 mM KCl and 1 mM EDTA). The chromatin/hydroxyapatite mixture was incubated on a rotator for 30 min at 4 °C and washed twice with HAP1B and hydroxyapatite buffer 2 (HAPB2; 5 mM NaPO_4_, 100 mM KCl, and 1 mM EDTA). The purified nucleosomes were eluted with hydroxyapatite (HAP) elution buffer (500 mM NaPO_4_, 100 mM KCl, and 1 mM EDTA) and boiled in 5x SDS sample buffer. For H3.3 and H3.1/H3.2 expression, cells were lysed with PBS containing 0.5% Triton X-100 (v/v), protease inhibitor cocktail (Nakarai Tesque Inc.), and 1 mM EDTA and then centrifuged at 1000 × *g* for 5 min. The pellets were re-suspended in 0.2 N HCL and neutralized with 2 M Tris-HCL (pH8.0) and 1 N NaOH. Samples were resolved on SDS/PAGE, transferred to a polyvinyldifluoride membrane (Millipore), and incubated with anti-H3.3 (6C4A3) or anti-H3.1/H3.2 (6G3C7) antibodies (homemade).

### Enzyme‐linked immunosorbent assay (ELISA)

The concentration of total IgM in the culture supernatant was measured by ELISA with a plate coated with 0.5 μg/ml of goat anti-mouse IgM antibody (Southern Biotech). Plates were washed with PBS-0.05% Tween and incubated with diluted supernatant overnight at 4 °C. Plates were washed and incubated with HRP-conjugated goat anti-mouse IgM (1:3000) (Southern Biotech) for 3 h at room temperature. Plates were washed and developed with SureBlue TMB (KPL) until a blue color was visible. The reaction was stopped with 1 N HCl, and the absorbance was read at 450 nm immediately. The standard used to measure total IgM concentration was a monoclonal mouse IgM (Southern Biotech). For the quantitative measurement of IL-10, Purified B cells were cultured with 10 μg/ml of LPS (Sigma-Aldrich). The next day, cells were infected with retrovirus by spin infection protocol. Forty-eight hours after the start of the pre-stimulation, cells were additionally stimulated with 10 μg/ml of anti-IgM F(ab)’_2_ (Jackson Immunoresearch). IL-10 in the culture medium was detected by ELISA assay according to the manufacturer’s protocol (Biolegend).

### Fluorescence microscope

Cells stained with Hoechst (Nakalai) were allowed to settle on a glass bottom dish coated with Cell tak (Corning). All images were taken using the Keyence BZ-X700 All-In-One Fluorescence Microscope (Keyence Co.) and analyzed using BZ-X Analyzer version 1.3.1.1 (Keyence Co.).

### Chromatin integration labeling (ChIL)

ChIL-seq for B cells was performed slightly modified described previously^62^. Cells were biotinylated for 30 min at 4 °C with 1 mg/ml sulfo-NHS-SS-biotin in PBS and plated on streptavidin-treated 96-well plates (Thermo Fisher Scientific). After being fixed with 1% paraformaldehyde (Electron Microscopy Sciences) in PBS for 5 min at room temperature, fixation was stopped with 1 M Glycine/HCl. Cells were permeabilized with 1% Triton X-100 in PBS for 20 min and blocked with Blocking One-P (Nacalai Tesque) for 20 min at room temperature. Cells were incubated with 2 μg/ml rat anti-H3.3 or anti-GFP antibody in 0.1× Blocking One-P/PBS for 6 h at 4 °C and washed three times with PBS for 5 min each time, then incubated with 2  μg/ml of the ChIL probe (secondary antibody) at 4 °C overnight. After washing three times with PBS for 20 min each at 4 °C, PBS was removed from the wells, 50 μl Tn5 transposase solution (0.1 μl of 0.76 mg/ml Tn5 transposase) was added, and cells were incubated for 10 min at room temperature to allow Tn5 to bind to the mosaic end on ChIL DNA. 0.1 μl of Tn5-MEDS-B oligo (10 μM)^63^ was then added at  50 µl per well in 1× dialysis buffer (50 mM HEPES-KOH, pH 7.2, 0.1 M NaCl, 0.1 mM EDTA, 1 mM dithiothreitol, 0.1% Triton X-100 and 10% glycerol) and cells were further incubated for 60 min at room temperature. After washing three times with PBS, the Tn5-mediated integration reaction was initiated by adding 50 μl of 1× TAPS-DMF buffer (10 mM TAPS-NaOH, pH 8.5, 5 mM MgCl_2_ and 10% *N*, *N*-dimethylformamide) for 1 h at 37 °C. In total, 100 μl of 50 mM EDTA were added to remove DNA-bound Tn5 and incubated for 30 min at 50 °C and washed three times with PBS without intervals. A sealing reaction was performed in 100 µl of reaction mixture (200 U T4 DNA ligase, NEB, and 1.5 U T4 DNA polymerase, NEB, in 1× T4 DNA ligase reaction buffer) for 30 min at room temperature. After discarding the solution, 100 µl of 50 mM EDTA was added, incubated for 30 min at 50 °C and washed three times with PBS to remove DNA-bound enzymes. In situ transcription was then carried out using Thermo T7 RNA polymerase (1000 U per well; Toyobo) or Ambion T7 RNA Polymerase (200 U per well; Thermo Fisher Scientific) for 3 h at 37 °C. The cells were treated with DNase I (2.5 U per well; TaKaRa) for 30 min at 37 °C, and the supernatant was then collected for RNA purification using AxyPrep Magnetic Bead (Axygen). Purified RNA was Fragmentated with 10× Fragmentation Buffer for 3 min at 94 °C and stopped with a 10× Fragmentation stop solution. After RNA purification, cDNA synthesis and amplification were performed using a SMART-Scribe Reverse Transcriptase (Clontech/Takara) following the manufacturer’s protocol. The amplified DNA by PCR was purified using AMPure XP beads (Beckman Coulter), excluding fragments of <150 bp from the ChIL-seq library.

### Assay for transposase-accessible chromatin sequencing (ATAC-seq)

ATAC-seq was performed following published protocols^64^. Briefly, 50,000 cells were pelleted and washed in cold 1× PBS, centrifuged for 5 min at 500 × *g* at 4 °C 2 times, and permeabilized with cold ATAC-Resuspension Buffer (RSB) (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% (vol/vol) containing NP40, Tween20 and 0.5% (vol/vol) containing Digitonin) for 3 min on ice. Cells were added ATAC-RSB and centrifuged for 10 min at 500 × *g* at 4 °C. Tagmentation was performed on cell pellets by adding transposition mix (10 mM Tris-HCl, pH7.6, 5 mM MgCl_2_,10% Dimethyl Formamide) containing 100 nM Tn5, 1% (vol/vol) containing Tween20 and 0.5% (vol/vol) containing Digitonin. After incubation for 30 min at 37 °C, reactions were purified using a DNA clean & concentrator kit (ZYMO Research) and eluted in Elution Buffer. Reactions were amplified by PCR using KAPA HiFi HS ReadyMix (KAPA BIOSYSTEMS) with Ad primer. After additional PCR, amplified DNA was purified using AMPure XP beads.

### Data analysis

ChIL-seq and ATAC-seq libraries were sequenced on an Illumina NovaSeq6000 as paired-end 50-base reads. After sequencing, reads were cleaned by trim_galore (version0.6.10) and mapped to mm10 with Bowtie2 (version 2.3.1). The read summary is shown in Supplementary Table 1. Replicate samples were merged and peaks were identified using MACS2 (ChIL: -q 0.01 --nomodel –nolambda, ATAC: -q 0.01). The genomic region profile of the peak was obtained by ChIPseeker. All ATAC samples were merged, and identified peaks by MACS2 (-q 0.01) were used as accessible chromatin regions. ATAC-seq and H3.3 ChIL-seq reads were counted on 1 Kbp or 2 Kbp flanking of accessible chromatin region center, respectively and 2Kbp flanking was annotated by overlapping with gene body for ChIL-seq analysis. Counts were used for PCA plot, and violin plot. We evaluated the difference of H3.3 enrichment using the linear mixed-effects model (lmerTest R package) to accommodate the unknown variation of batch effects. *p* values were calculated from *t*-test (with Satterthwaite’s approximation) using lmerTest (R package). Differential chromatin accessibility regions (DARs) for ATAC-seq and differential enrichment regions (DERs) for H3.3 ChIL-seq were obtained using DESeq2 at padj <0.1 as the threshold or absolute value of log2FoldChange > 1, respectively. ATAC-seq signal on 3Kbp flanking of plasma cells DARs center is visualized using deeptools (version 3.5.1). Motif enrichment analysis was performed using 100 bp flanking of peak summit by MEME-ChIP (version 5.4.1). Bigwig files were generated to visualize ChIL-seq and ATAC-seq using deeptools with the following options “--smoothLength 1000 --binSize 100 --normalizeUsing CPM” or “--binSize 100 --centerReads --normalizeUsing CPM” respectively. GO Enrichment Analysis is performed using “enrichGO” function of the R package “clusterProfiler”. The correlation of ATAC-seq is visualized by scatter plot using read counts in 4 Kbp bins over the genome.

### Statistical analysis

We performed statistical evaluation using Prism software (GraphPad, La Jolla, CA). A two-tailed, unpaired *t-*test with Welch’s correction was applied for the statistical comparison of two groups. Analysis of variance (ANOVA) was applied for statistical comparison between multiple groups. A *p* value of less than 0.05 was considered statistically significant. The enrichment of H3.3 ChIL-seq peaks in promoter regions was analyzed using chi-square tests.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The ChIL-seq and ATAC-seq reported in this paper are available under Gene Expression Omnibus accession number GSE230496. All other data are available in the article and Supplementary Information or from the corresponding authors upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Plasma cell differentiation is regulated by the expression of histone variant H3.3
**Source:** Nat Commun. 2024 Jun 20;15:5004. doi: 10.1038/s41467-024-49375-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Plasma cell differentiation is regulated by the expression of histone variant H3.3

Yuichi Saito et al.

Supplemental Figure 1

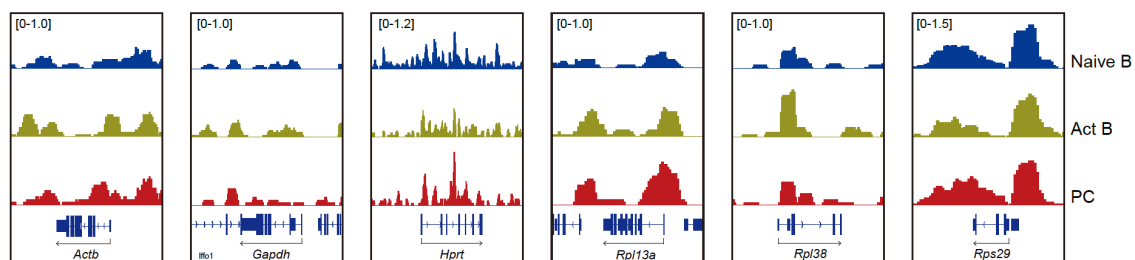

Supplementary Fig. 1.

Genome browser images showing representative housekeeping genes. Profiles of ChIP-seq data for H3.3 are shown in naive, Act B, and PC. All images were visualized by IGV (<http://www.broadinstitute.org/igv/>).

Supplementary Figure 2

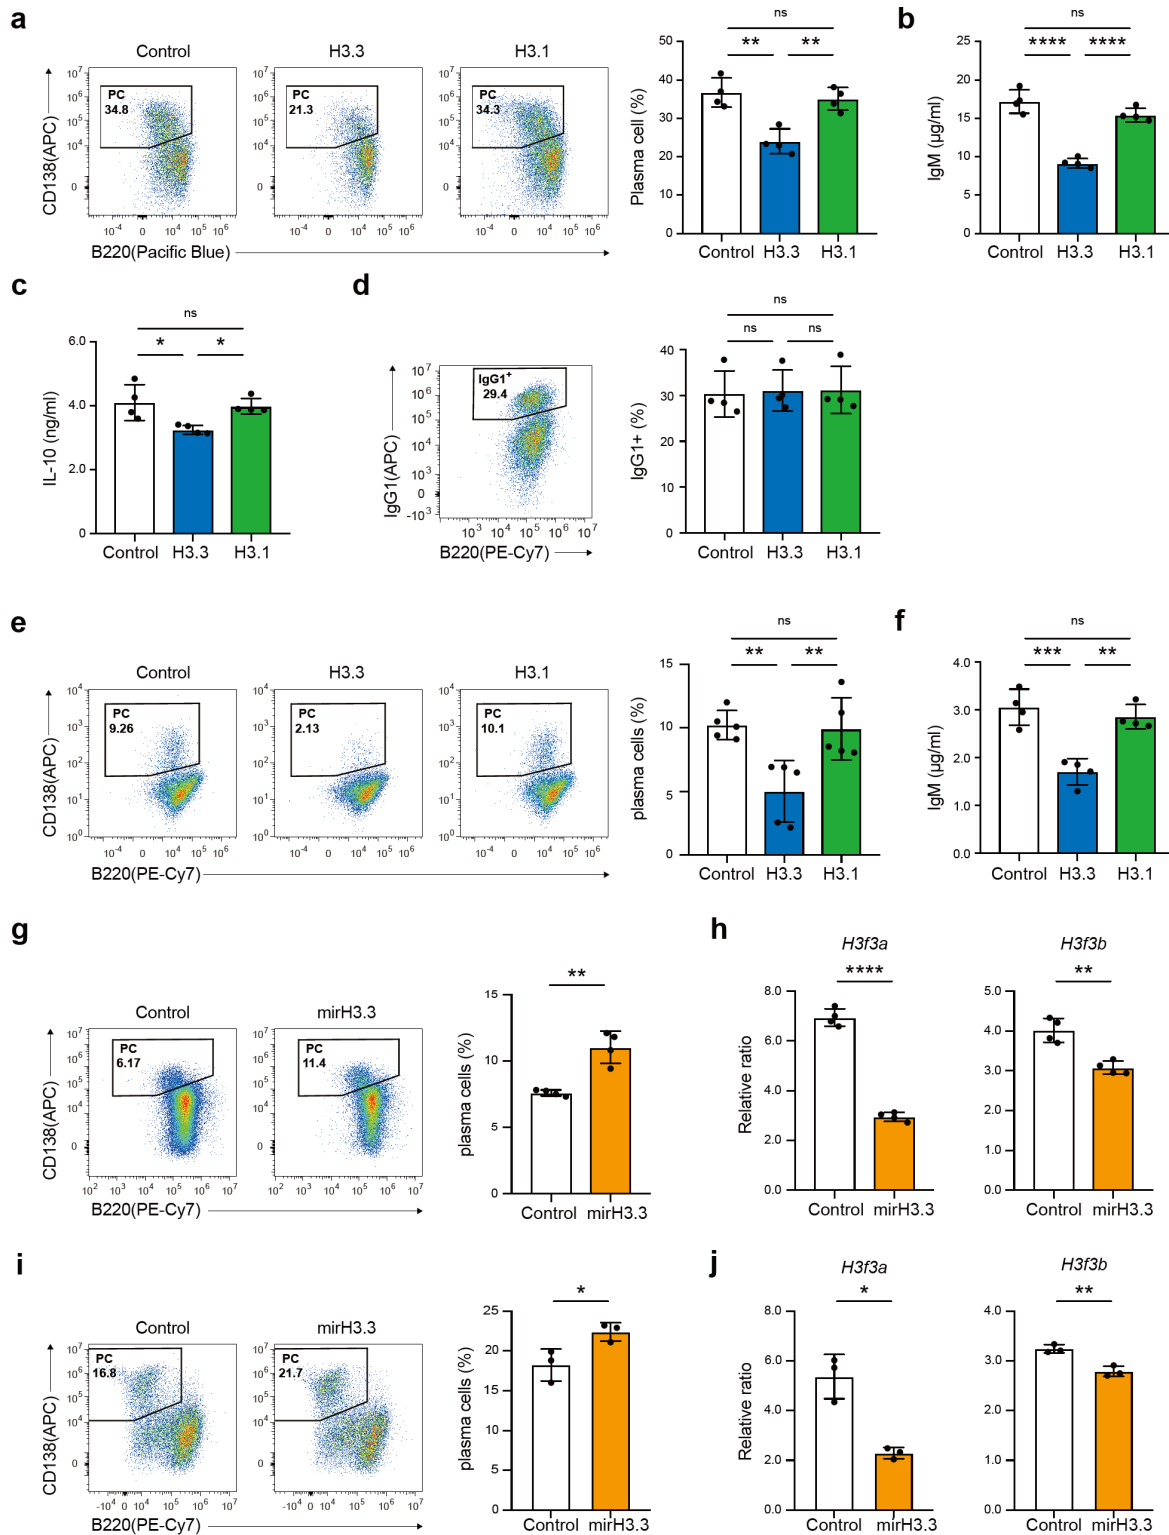

Supplementary Fig. 2.

a, Flow cytometry analysis of plasma cell differentiation in mCherry (control), mCherry-H3.3, or mCherry-H3.1 expressing B cells. **b**, The IgM antibody concentration in the culture supernatant of (a) was measured by ELISA. **c**, The IL-10 concentration in the culture supernatant, in which GFP (control), GFP-H3.3, or GFP-H3.1 expressing B cells induced IL-10 secretion by stimulation with LPS and anti-IgM, was measured by ELISA. **d**, Flow cytometry analysis of class-switch recombination to IgG1 in GFP (control), GFP-H3.3, or GFP-H3.1 expressing B cells. Examples of cells were pre-gated on live (Zombie Aqua⁻) single lymphocytes mCherry⁺ cells (a) and live (PI⁻) single lymphocytes GFP⁺ cells (d). **e**, Flow cytometry analysis of plasma cell differentiation in GFP (control), GFP-H3.3, or GFP-H3.1 expressing B cells on day 4 after the stimulation with anti-CD40 plus IL-2/IL-4/IL-5. Bars show the percentage of CD138⁺B220^{low} plasma cells among GFP⁺ cells. **f**, The IgM antibody concentration in the culture supernatant of (e) was measured by ELISA. **g**, Representative flow cytometry plot of B cells retrovirally transduced with miR-H3.3 or control vector after stimulation with LPS for 2 days. Bars show the percentage of CD138⁺B220^{low} plasma cells (PCs) among GFP⁺ cells. **h**, Quantitative RT-PCR of H3f3a and H3f3b mRNA in purified GFP⁺ B cells was normalized to the expression of 18SrRNA in **g**. **i**, Representative flow cytometry plot of B cells retrovirally transduced with miR-H3.3 or control vector after stimulation with anti-CD40 plus IL-2/IL-4/IL-5 for 5 days. Bars show the percentage of PCs among GFP⁺ cells. **j**, Quantitative RT-PCR of H3f3a and H3f3b mRNA in purified GFP⁺ B cells was normalized to the expression of 18SrRNA on day 3 after stimulation with anti-CD40 plus IL-2/IL-4/IL-5. Data are representative of two independent experiments (a-d, f) and are pooled from two independent experiments (e). Data are presented as mean $\pm$ SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant. The p values were obtained by one-way ANOVA with Tukey's post hoc test (a-f) and by a two-tailed unpaired t-test with Welch's correction (g-j).

Supplementary Figure 3

a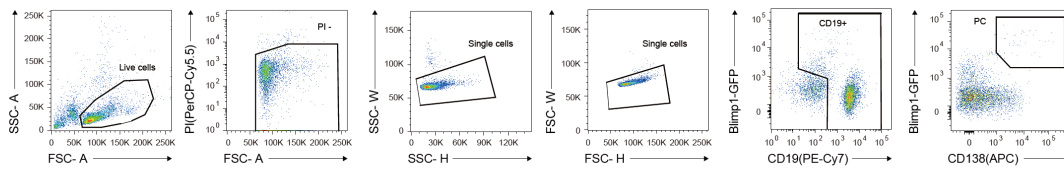**b**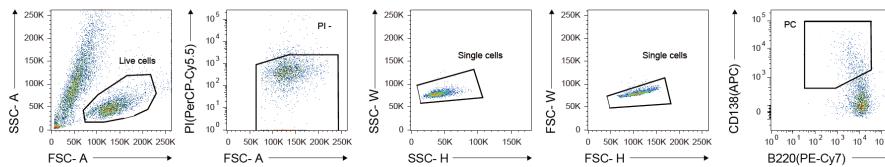**c**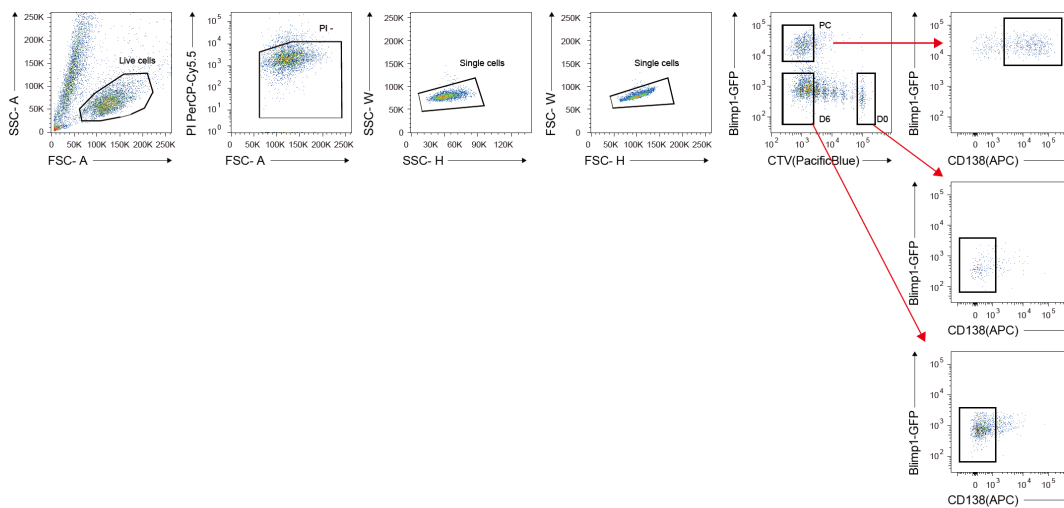

a, Gating strategy for Fig.1a. **b**, Gating strategy for Fig.1b. **c**, Gating strategy for Fig.1d.

Supplementary Figure 4

a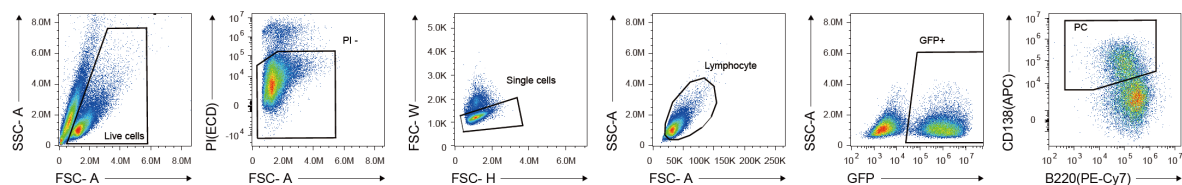**b**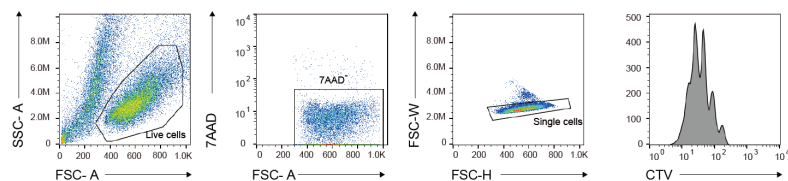**c**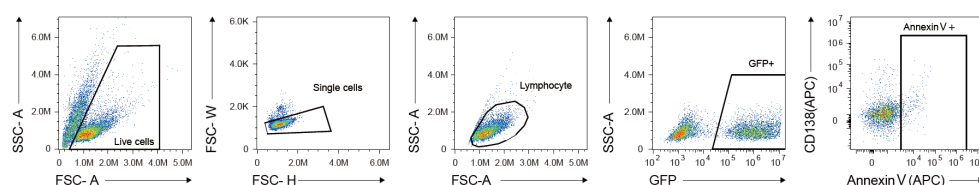**d**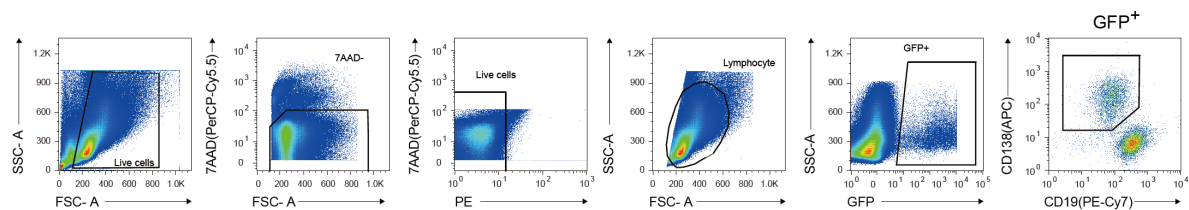

a, Gating strategy for Fig.3b. **b**, Gating strategy for Fig.3d. **c**, Gating strategy for Fig.3e. **d**, Gating strategy for Fig.3f.

Supplementary Figure 5

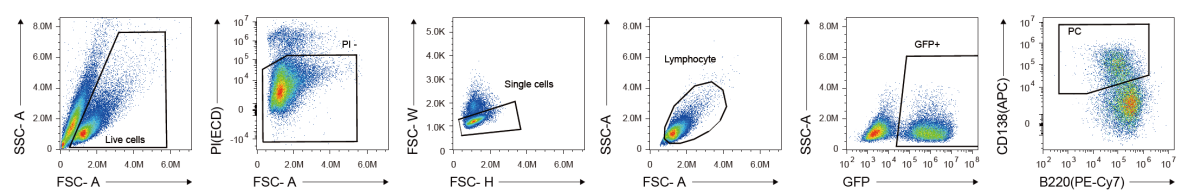

Gating strategy for Fig.4b.

Supplementary Figure 6

a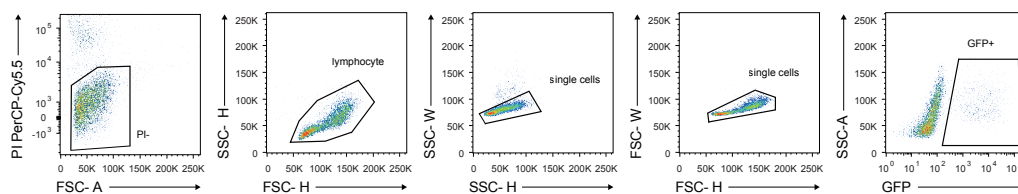**b**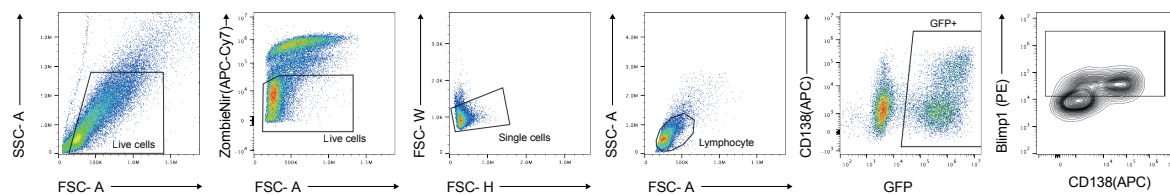**c**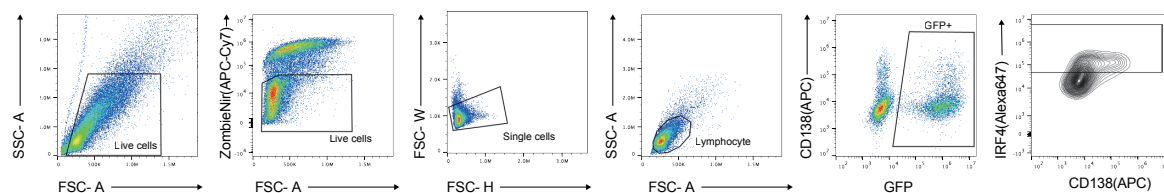**d**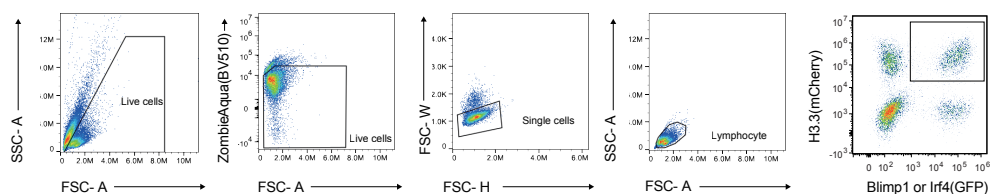

a, Sorting strategy for Fig.5a. **b**, Gating strategy for Fig.5b. **c**, Gating strategy for Fig.5c, **d**, Gating strategy for Fig.5d

Supplementary Figure 7

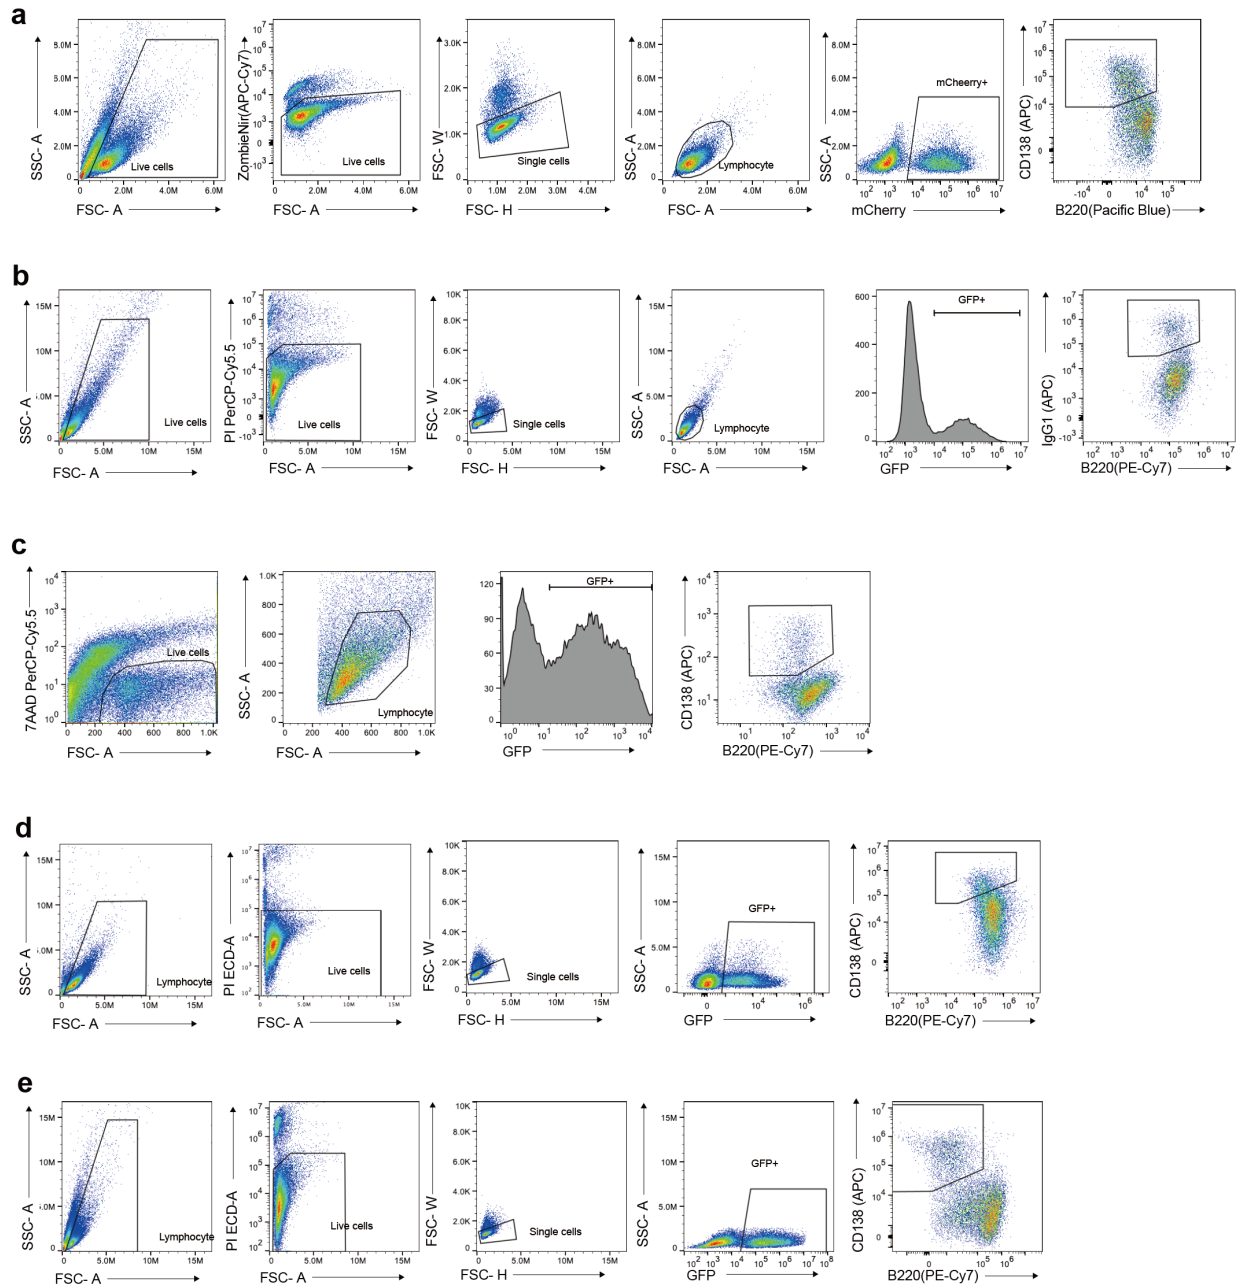

a, Sorting strategy for supplemental Fig.2a. **b**, Gating strategy for supplemental Fig.2d. **c**, Gating strategy for supplemental Fig.2e. **d**, Gating strategy for supplemental Fig.2g. **e**, Gating strategy for supplemental Fig.2i.

Supplementary Table 1.

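Each H3.3 summit was assigned to 1 genomic feature, with promoters ranked first, then UTRs, exons, introns, the region downstream of a gene and distal intergenic sequence. With promoters up to 3 kb from a transcript start and a downstream region of 300 bp, the first introns held 24.3% in naive B cells, 23.0% in activated B cells and 21.3% in PCs. Other introns held 19.4%, 19.2% and 17.9%, and distal intergenic regions 19.7%, 20.5% and 16.5%. The 3′ UTRs held 1.55%, 1.28% and 1.06%, and exons other than the first 1.15%, 0.990% and 0.911%. Each share depends on the transcripts that are counted. With the basic set of GENCODE transcripts, a set tried after seeing the data, promoters held 26.8% in naive B cells, 28.1% in activated B cells and 34.6% in PCs, and with curated RefSeq transcripts 20.4%, 21.4% and 27.8%.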

Genomic feature distributions of H3.3 ChIL-seq reads.

Feature	Naive B (%)	Activated B (%)	PC (%)
Promoter	28.0035459	28.53644755	35.6392768
5' UTR	0.1633873	0.05650782	0.1407383
3' UTR	2.1553223	1.73290639	1.5697737
1st Exon	1.3766252	1.33735167	1.4290354
Other Exon	2.3239241	1.8835939	1.9053805
1st Intron	18.5774873	17.62102091	15.946736
Other Intron	26.055065	26.2949708	25.0514236
Downstream (<=300)	0.1268859	0.13185157	0.1515644
Distal Intergenic	21.2177571	22.40534941	18.1660712

# Supplementary material for: Plasma cell differentiation is regulated by the expression of histone variant H3.3
**Source:** Nat Commun. 2024 Jun 20;15:5004. doi: 10.1038/s41467-024-49375-x
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): Apr 24, 2024

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The ChIL-seq and ATAC-seq libraries are sequenced using Illumina NovaSeq6000 platform. Flow cytometry data was collected using FACSCorus V.1.3, CytoExpert V.2.0. Western blot images were collected using Image Reader LAS3000 V.2.2. ELISA data was collected using Microplate Manager V.6. Real time PCR data was collected using LightCycler software.

Data analysis

Graph pad Prism 9, Flowjo V.10, trim_galore (version 0.6.10), Bowtie2 (version 2.3.1), MACS2 (version 2.2.7.1), ChIPseeker (v1.33.1), R (version 4.0.2), DESeq2 (version 1.34.0), deeptools (version 3.5.1), MEME-ChIP (version 5.4.1), Integrative Genomics Viewer (version 2.15.4).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The ChIL-seq and ATAC-seq data including fastq, processed bigwig files and peak summit files (.bed) have been uploaded into the GEO GSE230496 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230496>). The reviewer token is ihavoykwpputrgz.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was determined to ensure reproducibility of experimental results with statistical significance, which is based on our previous studies and by availability of experimental animals as well.

Data exclusions

No data was excluded.

Replication

Biological and technical replicates were performed. Most of experiments were usually reproduced 2 to more than 3 independent times to ensure the reproducibility of findings.

Randomization

Randomization was not performed. All experimental groups were based on genotype of mice. Whenever possible, age/sex-matched mice were used.

Blinding

No experiment was performed blinded.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

For ChIP-seq, rat anti-H3.3 (4H2D7) homemade and rat anti-GFP (1A5) purchased from Bio Academia Co. Ltd. were used. For flow cytometry analysis, the antibodies described below were used. Antibodies specific to B220 (RA3-6B2), CD19 (1:4005), CD138 (281-2), IgG1 (RMG1-1), TACI (8F10), IRF4 (IRF4.3E4) are from Biolegend. Antibodies specific to Blimp-1 (5E7) was purchased from BD Bioscience. Antibodies specific to GFP (polyclonal) was purchased from Invitrogen. For western blot experiments, anti-H3.1/3.2(6G3C7) and anti-H3.3(6C4A3) antibodies(homemade) were used. For ELISA experiments, anti-mouse IgM(polyclonal) ,HRP-conjugated anti-mouse IgM(polyclonal), mouse IgM(11E10) purchased from Southern Biotech were used.

ANTIGEN , DILUTION/AMOUNT, FLUOROCROME(S)

Flow cytometry

B220, 1:400, Pacific Blue/PE-Cy7

CD19, 1:400, APC

CD138, 1:400, BV421 /APC

IgG1, 1:400, APC

TACI, 1:400, PE

IRF4, 1:400, Alexa647

Blimp-1, 1:200, PE

ChIL-sequence

H3.3, Final conc. per well: 0.2 µg/ml

GFP, Final conc. per well: 0.2 µg/ml

Western

H3.3, 1:5000

H3.1/H3.2 1:5000

Validation

For the ChIL-seq antibody including H3.3, GFP anti-bodies, previously articles have used in ChIP-seq or ChIP-qPCR. All other antibodies used for flow cytometry and Western blot were passed manufacturer's quality controls and validated for indicated applications.

Flow cytometry

B220, Pacific Blue: <https://www.biolegend.com/ja-jp/products/pacific-blue-anti-mouse-human-cd45r-b220-antibody-2857?GroupID=GROUP658>

B220, PE-Cy7: <https://www.biolegend.com/ja-jp/products/pe-cyanine7-anti-mouse-human-cd45r-b220-antibody-1930>

CD19, APC

CD138, BV421 /APC: <https://www.biolegend.com/ja-jp/products/apc-anti-mouse-cd19-antibody-1526>

IgG1, APC: <https://www.biolegend.com/ja-jp/products/apc-anti-mouse-igg1-7022>

TACI, PE: <https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd267-taci-antibody-5807>

IRF4, Alexa647: <https://www.bdbiosciences.com/ja-jp/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-mouse-anti-irf4.566649>

Blimp-1, PE: <https://www.bdbiosciences.com/ja-jp/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-blimp-1.564268>

GFP, FITC : <https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-21311>

ChIL-sequence and western blot

H3.3, H3.1

https://www.cosmobio.co.jp/product/detail/cac-20130109.asp?entry_id=10360

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Plat-E Retroviral Packaging Cell Line, Ecotropic(Cell Biolab)

Authentication	Antibiotic selection by Puromycin and Blasticidin was performed.
Mycoplasma contamination	These lines were not tested for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	No misidentified cell lines was used.

Animals and other research organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mus musculus; C57BL/6; Prdm1-GFP, μ MT; Mice used are at the age of 8-12 week old.
Wild animals	No wild animals were used.
Reporting on sex	Sex does not affect the results of this study.
Field-collected samples	Study did not involve field-collected samples .
Ethics oversight	All mice were maintained in a specific pathogen-free animal facility following the ARRIVE guidelines and institutional guidelines and with protocols approved by the animal care and use committees at Kyushu University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	n/a
Novel plant genotypes	n/a
Authentication	n/a

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Spleens were minced and single-cell suspension were passed through 80 micrometer strainers and red blood cell (RBC)s were lysed with ammonium chloride potassium buffer. For bone marrow (BM) cells, single-cell suspension was obtained by flashing BM cells out with the preparation medium from tibia and femur of mice. Then, RBCs were lysed as described.
Instrument	BD FACSMelody, Beckman Coulter Cytoflex S
Software	FACSChorus V.1.3, CytoExpert V.2.0, Flowjo V.10
Cell population abundance	The purity of sorted cells was > 95%, checked post sort.
Gating strategy	Before gating on the cells of interest shown in figure legend and method section, cells were gated by FSC-A/SSC-A to exclude debris and non-lymphocytes, then FSC-H/FSC-W to gate on singlet cells, followed by exclusion of dead cells using the viability dyes.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

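The processed data came from ChIL-seq of H3.3 in naive B cells, activated B cells and, separately, PCs, and from ATAC-seq of naive B cells and PCs. There were 5 pooled lists of peak summits, 3 for H3.3 with 2 libraries behind each and 2 for ATAC-seq with 3 libraries behind each. Of 32 libraries in the study, 12 stood behind these lists. The other 20, among them those from cells that express GFP-H3.3 or a control vector, have no list of summits and were not analysed here. According to the submitters' processing notes, reads were trimmed with Trim Galore 0.6.10 and aligned with Bowtie2 2.3.1, and the peaks were called with MACS2 at a q value under 0.01. The deposited value of each summit is a −log10 q that the authors made with MACS2 before deposition. Scores served to rank the summits of a list or to filter it, and a common score limit does not stand for the same strength of signal in every list.
The read depth per sample is not given in the sources used here. For H3.3, whose peaks were called against a single background, the whole-number pile-up behind each score and the background mean of each list were recovered from the scores by a Poisson model. The recovery was tested on simulated data with background means from 0.35 to 0.75, which were fitted with errors of 0.308% to 0.889%. Each summit's 1 pooled list gave counts without replicates. The precision of a share is therefore its 95% Clopper-Pearson interval, which treats summits as independent.
Summits were placed on the GENCODE M21 annotation of GRCm38. A promoter reached 3 kb either side of a transcript start, followed in rank by UTRs, exons, introns and 300 bp downstream of a gene. A gene's locus was its body with 5 kb either side, for 21932 genes. Summits of different lists were shared when within 500 bp, and an ATAC-seq summit had H3.3 when an H3.3 summit lay within 2 kb. Random placement moved summits along their own chromosome, 20 times for H3.3 at ATAC-seq classes and 5 times for pairs of lists. Shares were compared between lists by the chi-square test. Gene lists were compared with 10000 random lists (seed 20240) by the log2 ratio of summits with a pseudocount of 0.5. In a test on simulated data, 6% of 100 lists with no change fell under percentile 5 or over percentile 95, and 100% of lists with 4 times the PC summits lay over percentile 95. Consensus sequences, 16 in all, were counted in windows of 100 bp either side of a summit and in control windows 1 kb away. The ratios used the mean of the control windows on both sides, and 1000 bootstrap draws over chromosomes gave the intervals. The exact McNemar test used 1 control window per summit, with the side drawn at random. A p-value near the threshold can therefore change with the draw.
There were 12 gene lists: the PC programme, B-cell identity, ER and secretion, housekeeping genes of the paper, ribosomal proteins, cell cycle, B-cell activation, H3.3 and its chaperones, and markers of T cells, myeloid cells, erythroid cells and tissues other than blood. The genes named were those the paper names for ChIL-seq or ATAC-seq, H3f3a and H3f3b, and those of its GO terms for B-cell differentiation and N-glycan processing, whose values in the paper's tables had been seen. Up to 4 members of each list with the largest difference between PC and naive shares were added. For each assay, so were the 10 protein-coding genes with the most PC summits among those with no naive summit, and the 10 with the most naive summits among those with no PC summit.
The alternatives tried were a score of at least 5 or 20, summits within 1 kb merged, equal numbers of the highest-scoring summits, promoters within 1 kb, and protein-coding genes only. Also tried were the Fisher exact test, loci without flanks or with 20 kb, random lists matched on length only, sharing within 250 bp or 1 kb, and H3.3 within 1 kb. For consensus sequences, windows of 50 bp, control windows 3 kb away and windows without CA or GA repeats of 20 bp were tried. Pile-ups of at least 20 or 30 times background, basic GENCODE and curated RefSeq transcripts, lists without the genes named by the paper, and equal numbers of summits for consensus sequences were chosen after seeing the data. The analysis used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and the figures matplotlib 3.10.9.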

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

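The tests of read depth, of the different multiples of background at which the lists were called and of the octamer away from accessible sites, and the comparison of the CTCF motif with equal numbers of summits, were chosen after the result was seen. Most results here concern sequence elements that the paper does not discuss and that were more frequent at H3.3 summits than in control windows. The last weighs the larger number of H3.3 summits in naive B cells, which the paper does describe.
The core of the CTCF motif, bound by the protein that anchors chromatin loops, was 5.80 times as frequent at naive H3.3 summits as in control windows (95% interval 4.98 to 7.05), 10.5 times at activated B cell summits (7.26 to 18.3) and 13.9 times at PC summits (9.37 to 23.3). With equal numbers of the highest-scoring summits the ratios were 10.2 (6.82 to 18.9), 12.3 (8.32 to 22.9) and 13.9, with overlapping intervals. The motif lay at few H3.3 summits: 0.616% in naive B cells, 1.29% in activated B cells and 1.05% in PCs. It was more enriched at ATAC-seq summits, with ratios of 37.0 in naive B cells (32.3 to 42.7) and 43.0 in PCs (37.1 to 50.8), at 5.86% and 6.49% of summits. CA repeats were 4.00, 3.46 and 3.36 times as frequent. The octamer ATGCAAAT, bound by OCT2 with the coactivator encoded by Pou2af1, was 3.49 times as frequent at PC summits (3.07 to 4.01).
CA repeats of 20 bp lay at 8.33% of naive, 8.03% of activated B cell and 6.73% of PC H3.3 summits. They were not confined to weak summits: the share was 7.09% under 15 times background and 11.3% at 30 times or more, a ratio of 0.628. Whether reads pile up at the same repeats in every library cannot be told apart from other explanations, since pairs of lists differ. PC summits with a repeat recurred more often than those without by 3.98 points in activated B cells (95% interval −0.0825 to 8.03) and by 4.51 in naive B cells (1.03 to 7.98), and naive summits by 2.09 in activated B cells (0.962 to 3.23) and 0.126 in PCs (−0.843 to 1.09), whereas for activated B cell summits the differences were 1.68 in naive B cells (−0.877 to 4.23) and −2.87 in PCs (−6.20 to 0.456). At ATAC-seq summits CA repeats were less frequent than in control windows, with ratios of 0.589 in naive B cells (0.539 to 0.646) and 0.475 in PCs (0.434 to 0.518). At naive H3.3 summits the ratio was 2.94 within 500 bp of a naive ATAC-seq summit (2.68 to 3.23) and 4.53 farther away (4.29 to 4.79). In PCs these ratios were 3.03 and 3.79, with overlapping intervals. No biological explanation was tested.
The octamer had a higher ratio at PC than at naive summits (1.48, 1.40 to 1.56). The strongest naive summits, equal in number to the PC list, had 2.45 (2.19 to 2.72), and naive summits at accessible sites had 2.42 (2.18 to 2.67), against 4.50 at accessible PC sites (3.76 to 5.42). These values argue against list length, or a larger share of PC summits in open chromatin, as the whole cause when each is taken alone. The accessible sites themselves differed, however, with 2.79 at all naive ATAC-seq summits (2.60 to 2.98) and 4.05 at all PC ones (3.81 to 4.29). Away from ATAC-seq summits the ratio was still 2.27 in PCs (1.81 to 2.94) against 1.14 in naive B cells (1.06 to 1.24). These sets were not matched for pile-up, and the naive list held 12831 summits under 12 times background against 27 in PCs. List length and accessibility were not tested together, so this comparison cannot decide whether accessible sites are the whole cause. Sites too weakly accessible to be listed remain open, and binding was not measured.
The excess of H3.3 summits in naive B cells was 6.22-fold over PCs. After thinning to the PC background it was 5.26, and at a common limit of 12 times background 4.85, so that neither alone accounts for it. Naive summits under 12 times background lay at accessible sites 8.18 times as often as by random placement (17.6% of 12831), but stray cuts of the transposase would fall in open chromatin too, so that signal and noise cannot be told apart among them. The size of the excess depends on the limit, however, with 2.04 at 20 times background. With the naive list also thinned to the PC background, it was 2.55 at 20 times and 2.55 at 30 times background. Differences in library quality or antibody yield remain open, since no spike-in was described and the reads were not analysed here. This concerns the number of summits. The paper reports lower H3.3 in PCs by other means too, with western blots of purified chromatin and with H3f3a and H3f3b mRNA.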

How the results depend on the processing

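The limits of 20 and 30 times background were chosen after the result was seen, as were other transcript sets, lists without the paper's genes and equal numbers of summits for consensus sequences. The ratio of naive to PC H3.3 summits was 2.04 at 20 times and 2.03 at 30 times background, and that of naive to activated B cells 1.94 and 2.45. The promoter share of activated over naive B cells was 0.630 points with protein-coding genes only, 0.205 at a score of at least 5, 0.878 with merged summits, 0.241 at 20 times background and −0.553 with equal numbers, the last in the reversed direction. At a score of at least 20 there were 8259 PC-only ATAC-seq summits, a ratio of 0.634. The ratio of the PC to the naive H3.3 share with equal numbers was 0.579 at naive-only, 0.980 at shared and 2.00 at PC-only ATAC-seq summits, and at 20 times background 0.320, 0.593 and 1.15; at PC-only sites both reversed the direction. PCs contributed 89.5% with equal numbers and 80% at 20 times background at Xbp1, Jchain, Irf4 and Prdm1, and 31.6% and 10% at Pax5, Bach2 and Bcl6. The whole lists stood at 50% with equal numbers and 32.9% at 20 times background. Matched on length only, the B-cell identity list stood at percentile 2.22 for ATAC-seq. Without CA or GA repeats, AAASCM reached 1.04 in activated B cells. The cause of these shifts was not tested. Of the 92 alternatives for results that answer a comparison and were set beforehand, 79 gave the same result, and of 28 added later, 18 did. For single gene lists and genes the numbers were 91 of 106 and 26 of 37. No paired analysis was possible because the lists used here pool the replicates of each population, so no replicate was left out either; the signal of single libraries was not analysed here.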

Differences from the paper's values

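The paper's source data for Fig. 2c and Fig. 2g give the share of H3.3 and ATAC-seq peaks in each genomic feature. The paper profiled peaks with ChIPseeker, whereas here the position of each summit was assigned to a feature, so the unit is not the same. Whether this accounts for the differences was not tested. In naive B cells the share of H3.3 was 0.0243% for 5′ UTRs (the paper's value 0.163%), 0.216% for the first exon (the paper's 1.38%), 1.15% for other exons (the paper's 2.32%) and 0.304% downstream (the paper's 0.127%). In activated B cells it was 0.217% for the first exon (the paper's 1.34%), 0.990% for other exons (the paper's 1.88%) and 0.255% downstream (the paper's 0.132%). In PCs it was 0.0217% for 5′ UTRs (the paper's 0.141%), 0.130% for the first exon (the paper's 1.43%) and 0.911% for other exons (the paper's 1.91%). For ATAC-seq in naive B cells the shares were 0.0178% for 5′ UTRs (the paper's 0.249%), 1.26% for 3′ UTRs (the paper's 2.16%), 0.0552% for the first exon (the paper's 1.78%), 1.30% for other exons (the paper's 3.43%) and 0.263% downstream (the paper's 0.133%). In PCs they were 0.0214% for 5′ UTRs (the paper's 0.298%), 1.37% for 3′ UTRs (the paper's 2.41%), 0.0571% for the first exon (the paper's 1.81%), 1.40% for other exons (the paper's 3.85%) and 0.271% downstream (the paper's 0.155%).
Among the alternatives set before the data were examined, promoters within 1 kb brought the first and other exons of every H3.3 list and the 3′ UTRs of both ATAC-seq lists within 1.5 times the paper's values, and protein-coding genes only did so for the first exon of every H3.3 list. None did so for the 5′ UTRs and downstream regions named above or for the exons of ATAC-seq. The genes closest to PC-only ATAC-seq summits with H3.3 in PCs and none in naive B cells numbered 481, more than the genes that the paper's source data count for Fig. 2k, and 515 with H3.3 within 1 kb or 453 with an ATAC-seq score of at least 20. The paper's regions were called from reads by a test that the summit lists do not allow, so the counts are not at the same thresholds.
The paper's legend gives smaller p-values for the promoter shares than those found here, 1.31e-58 for PCs against naive B cells and 1.17e-26 against activated B cells. A chi-square test on the paper's own shares gave 8.40e-51 and 1.01e-26. The direction is the same in each.
The paper reports the motifs of Bach2 and Prdm1 as enriched in separate populations. Here the paper's short consensus sequences had ratios near 1 (1.01 for AAASCM in activated B cells and 1.01 for AGRMAG in PCs), and the longer cores TGASTCA (1.63 and 1.68) and AGTGAAAG (2.04 and 2.00) were enriched in activated B cells and PCs alike. TGASTCA is shared with AP-1 sites, and the longer Bach2 element TGCTGASTCA did not pass the test in activated B cells (1.33) or PCs (1.48). AGTGAAAG was enriched in naive B cells too (1.55), where it reached 2.43 among equal numbers of the highest-scoring summits, a comparison chosen after seeing the values. AAASCM passed the test in PCs (1.05) and narrowly in naive B cells (1.01, exact McNemar test, adjusted p = 0.0489), and in activated B cells only without CA or GA repeats (1.04).
The paper describes H3.3 at housekeeping genes as high and steady throughout. Here Rps29 held 3, 1 and 1 summits and Hprt 5, 1 and 1, with 1 recurring summit at each, whereas Gapdh had no summit in any list and Actb, Rpl13a and Rpl38 had none in PCs. Counts of summits are a measure unlike the read tracks of the paper. Among equal numbers of the highest-scoring summits the housekeeping genes together held 3, 4 and 2. At 20 times background they held 3, 2 and 2. The paper describes little change of H3.3 at Spi1 and Irf8, and here these held 3 naive summits and 0 in activated B cells and PCs, too few to test. The paper describes a loss at Pax5, Bach2 and Bcl6. Over the full lists the number of summits fell at each of them: Bach2 115 and 1, Pax5 20 and 5, and Bcl6 5 and 0, the last too few to test alone. Relative to the whole lists, a measure unlike the read tracks of the paper, Pax5 and Bcl6 together had a PC share of 16.7% (5.64% to 34.7%), against 13.8%.
The paper finds the amount of H3.3 reads unaltered at regions that open in PCs. Over the full lists H3.3 lay at 21.0% of PC-only ATAC-seq summits in naive B cells and 11.1% in PCs. With equal numbers of the highest-scoring summits, set before the data were examined, the shares were 5.57% and 11.1%, higher in PCs. At 20 times background, chosen after seeing the values, they were 6.37% and 7.35%, the closest of these to no change. The loss at naive-only sites (38.8% to 7.02%) goes the way of the paper, also with equal numbers (12.1% to 7.02%) and at 20 times background (14.0% to 4.48%).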

Other observations

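The tests of list length for the promoter share were chosen after the result was seen. H3.3 summits on chromosome X numbered 1454 in naive B cells, 198 in activated B cells and 123 in PCs, which was 2.53% (95% Clopper-Pearson interval 2.40% to 2.66%), 1.87% (1.62% to 2.14%) and 1.33% (1.11% to 1.59%) of each list. The ATAC-seq summits of chromosome X made up 2.30% of the naive and 2.10% of the PC list. Among markers of other cells, Hbb-bt, a globin gene, had 8, 4 and 0 H3.3 summits in naive and activated B cells and PCs, Lef1, a T-cell factor, 6, 2 and 0, Adgre1, a macrophage receptor, 4, 1 and 0, and Cebpe, a granulocyte factor, 0, 0 and 2.
For ATAC-seq, the remaining gene lists held the following numbers of summits in naive B cells and PCs: ribosomal proteins 60 and 69 (percentile 99.24 of the random lists, or 80.0 matched on length only), housekeeping genes 13 and 14 (78.5), cell cycle 57 and 63 (90.45), B-cell activation 111 and 110 (73.8), H3.3 and its chaperones 35 and 42 (91.8), T-cell markers 35 and 35 (49.4), myeloid markers 30 and 23 (2.80, or 30.3 at a score of at least 20), erythroid markers 12 and 9 (1.08, or 6.24 at a score of at least 20) and markers of tissues other than blood 11 and 16 (86.8, or 98.0 matched on length only). For H3.3 in activated B cells, the percentiles were 85.2 for B-cell identity (118 summits; 99.5 with equal numbers and 99.92 at 20 times background), 95.7 for the ER list (77; 79.1 matched on length only, 92.0 with equal numbers and 73.9 at 20 times background), 90.9 for housekeeping genes (4), 87.5 for the cell cycle (9), 66.4 for T-cell (2), 44.0 for myeloid (1), 71.8 for erythroid (4) and 31.9 for other tissues (0).
H3.3 summits with a higher pile-up lay at accessible sites more often. In naive B cells, 17.6% of those under 12 times background and 72.4% of those at 30 times or more had a naive ATAC-seq summit within 500 bp, and 75.8% of the PC summits at 30 times or more had a PC one. In PCs, the promoter share was higher away from ATAC-seq summits (44.9%, 43.3% to 46.4%) than at them (39.6%, 38.2% to 40.9%), whereas in naive B cells it was lower away from them (32.4%, 32.0% to 32.9%) than at them (35.5%, 34.7% to 36.2%).
A hypothesis for the higher promoter share in PCs is that summits were lost mostly away from open chromatin. With PC summits weighted as the naive ones for accessibility, the PC share was still 10.0 points higher (8.81 to 11.2), and with equal numbers of the strongest summits 6.66 points (chi-square test, p = 1.83e-20), so that neither accessibility nor list length alone accounts for it. H3.3 may be kept or placed preferentially at promoters in PCs, a hypothesis that the lists alone cannot separate from a difference between libraries.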
